# A Cdh1–FoxM1–Apc axis controls muscle development and regeneration

**DOI:** 10.1038/s41419-020-2375-6

**Published:** 2020-03-09

**Authors:** Zhe Chen, Lei Li, Shuangnian Xu, Zhilong Liu, Chengfang Zhou, Zhigang Li, Yuanyuan Liu, Weiru Wu, Yongxiu Huang, Mei Kuang, Shijun Fan, Hui Li, Xi Li, Guanbin Song, Wen-Shu Wu, Jieping Chen, Yu Hou

**Keywords:** Cell proliferation, Muscle stem cells

## Abstract

Forkhead box M1 (FoxM1) transcriptional factor has a principal role in regulating cell proliferation, self-renewal, and tumorigenesis. However, whether FoxM1 regulates endogenous muscle development and regeneration remains unclear. Here we found that loss of FoxM1 in muscle satellite cells (SCs) resulted in muscle atrophy and defective muscle regeneration. FoxM1 functioned as a direct transcription activator of adenomatous polyposis coli (Apc), preventing hyperactivation of wnt/β-catenin signaling during muscle regeneration. FoxM1 overexpression in SCs promoted myogenesis but impaired muscle regeneration as a result of spontaneous activation and exhaustion of SCs by transcriptional regulation of Cyclin B1 (Ccnb1). The E3 ubiquitin ligase Cdh1 (also termed Fzr1) was required for FoxM1 ubiquitylation and subsequent degradation. Loss of Cdh1 promoted quiescent SCs to enter into the cell cycle and the SC pool was depleted by serial muscle injuries. Haploinsufficiency of FoxM1 ameliorated muscle regeneration of Cdh1 knock-out mice. These data demonstrate that the Cdh1–FoxM1–Apc axis functions as a key regulator of muscle development and regeneration.

## Introduction

Skeletal muscle is a homeostatic tissue that requires myogenesis upon postnatal growth and muscle regeneration following an injury^1^. Myogenesis is a tightly controlled process including muscle stem cells (also called muscle satellite cells (SCs)), which proliferate, differentiate to myoblasts, and subsequently form multinucleated myotubes^2,3^. A portion of activated SCs return to quiescence and replenish the SC pool^4^. The balanced transition of SCs between quiescence, proliferation, and differentiation is critical for SC maintenance and muscle homeostasis.

Muscle-specific transcriptional factors, including Pax3, Pax7, Mfy5, MyoD, and Myogenin, play critical roles in the determination of the fate of SCs, as well as in muscle development and regeneration^5^. Several key components of SC niche, such as laminin-α1 and collagen VI, are necessary for self-renewal of SCs and muscle regeneration^6,7^. Notch signaling, as well as p38/mitogen-activated protein kinase, wnt, phosphatase and tensin homolog, and several cell cycle regulators have been shown to regulate SC expansion and muscle development^8–11^. Recently, the ubiquitin–proteasome system has been demonstrated to be essential for the maintenance of SCs. Knockout of the Rp13 proteasomal component impairs the ability of SCs to proliferate, survive, and differentiate, resulting in defective muscle regeneration^12^. The anaphase-promoting complex/cyclosome (APC/C) is a multisubunit E3 ubiquitin ligase complex that regulates cyclic degradation of cell cycle regulator via the Cdh1 or Cdc20 adaptor proteins^13^. APC/C^Cdh1^ has a broad spectrum of substrates in and beyond the cell cycle^14,15^. However, the role of APC/C^Cdh1^ in SC maintenance is unclear.

Forkhead box M1 (FoxM1) is one of the substrates of APC/C^Cdh1^ in several cancer cells^16,17^ and is a well-established regulatory transcriptional factor for cell cycle progression^18^. FoxM1 has been reported to play critical roles in stem cells^19,20^. FoxM1 is essential for proliferation of human embryonic stem cells and protects them against oxidative stress by transcriptionally regulating Cyclin B1 (Ccnb1) and cyclin-dependent kinase 1 (Cdk1)^19^. The higher expression of FoxM1 is essential for the maintenance of hematopoietic stem cells by transcriptionally regulating Nurr1^20^. We previously described that FoxM1 promotes the proliferation and survival of C2C12 cells (an immortalized myoblast cell line) in vitro partially by the involvement of long noncoding RNAs^21^. FoxM1 expression displays dynamic changes during the transition of C2C12 between quiescence and activation^21^, implying the important roles of FoxM1 in SCs. However, the precise functions of FoxM1 in SCs and whether FoxM1 protein is a substrate of APC/C^Cdh1^ are largely unknown.

Besides its transcriptional regulation of target genes, FoxM1 has been reported to directly interact with proteins, such as Npm1^22^, Rnf168^23^, Melk^24^, and beta (β)-catenin^25,26^. β-Catenin is the core factor of the wnt pathway. Degradation of β-catenin is promoted by a cytoplasmic destruction complex consisting of adenomatous polyposis coli (Apc), Axin, Cki, and Gsk3β, which phosphorylates β-catenin^27^. Conversely, FoxM1 binds directly to β-catenin and enhances β-catenin nuclear localization in glioma cell lines^25^ and pancreatic cancer cells^26^. The constitutive activation of β-catenin in mice has no obvious effect on the amount of SCs under homeostatic conditions, but these mice show muscle regeneration defects with aberrant myofiber morphology and atrophy, which is mainly attributed to hyperactive transforming growth factor-beta (TGF-β) signaling^28^. However, little is about the role of FoxM1 in muscle regeneration and the correlation between FoxM1 and wnt signaling in SCs.

In this study, we demonstrate that the loss of FoxM1 results in muscle atrophy and damaged muscle regeneration. Both FoxM1 deficiency and overexpression impaired SC maintenance. Unexpectedly, FoxM1 promoted β-catenin degradation by transcriptionally regulating Apc. Moreover, the accumulation of FoxM1 protein was controlled by Cdh1 via ubiquitylation. The identified Cdh1–FoxM1–Apc regulatory axis provides new insight on the regulators of SC maintenance and muscle homeostasis.

## Results

### FoxM1 deficiency results in muscle atrophy and impairs muscle regeneration

To determine whether FoxM1 regulates muscle homeostasis, we crossed mice with loxP-flanked FoxM1 alleles (*FoxM1*^*fl/fl*^)^29^ with *Pax7-Cre* mice^30^ to generate control *FoxM1*^*fl/fl*^ mice and *FoxM1*^*fl/fl*^*Pax7-Cre* mice (designated here as “*FoxM1-cKO* mice”) (Supplementary Fig. S1a, b). The expression of FoxM1 in SCs was efficiently knocked out (Supplementary Fig. 1c, d). The weight of tibialis anterior (TA) muscle in *FoxM1-cKO* mice showed no obvious differences with *FoxM1*^*fl/fl*^ mice at 2 months of age but showed decreased weight at 8 months of age (Fig. 1a, b and Supplementary Fig. 1e). Moreover, the myofibers of extensor digitorum longus (EDL) in *FoxM1*^*fl/fl*^*-cKO* mice showed reduced numbers of myonuclei/myofiber than *FoxM1*^*fl/fl*^ mice at 8 months of age (Fig. 1c, d and Supplementary Fig. 1f). Histological analysis of TA revealed muscle atrophy with age in *FoxM1-cKO* mice compared with control mice (Fig. 1e, f and Supplementary Fig. 1g). *FoxM1-cKO* mice were inferior in the maximum running distance compared with control mice at 8 months of age (Fig. 1g and Supplementary Fig. 1h). These data suggested that loss of FoxM1 in SCs resulted in muscle loss with age.

**Fig. 1:**
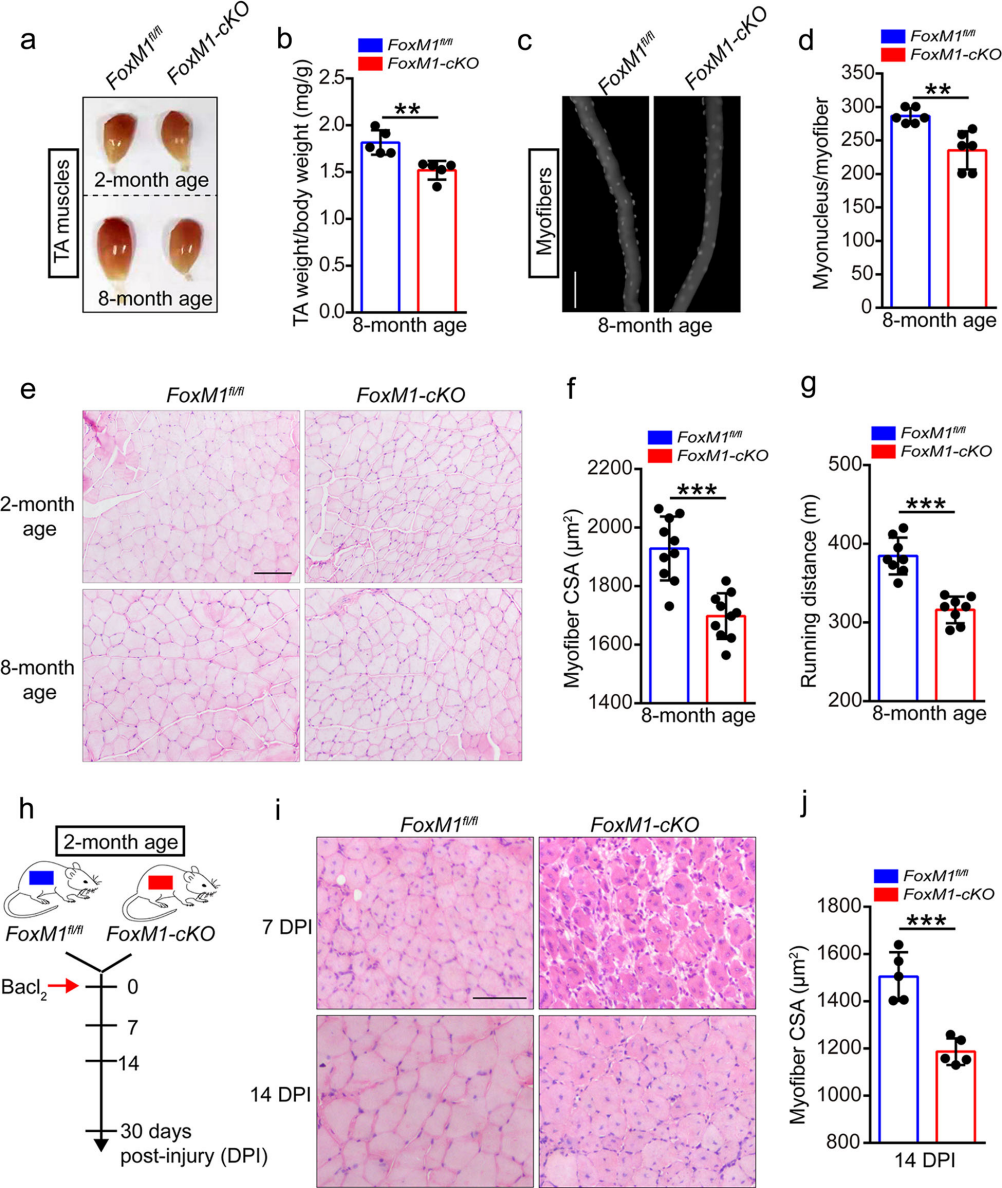
FoxM1 deficiency results in muscle atrophy and impairs muscle regeneration. **a** The visual comparison of muscle mass of tibialis anterior (TA) in FoxM1 deletion mice compared with control mice at 2 or 8 months of age. **b** Quantification of TA weight/body weight in *FoxM1*^*fl/fl*^ and *FoxM1-cKO* mice at 8 months of age (*n* = 5). **c**, **d** Immunofluorescence of myonucleus on single myofiber by DAPI staining (**c**) and number count (**d**) (*n* = 6, 20 myofibers per mouse). Scale bar, 100 μm. **e** Hematoxylin and eosin (HE) staining of the TA muscle cross-sections in mice at 2 or 8 months of age. Scale bar, 100 μm. **f** Average cross-section area (CSA) of TA in *FoxM1*^*fl/fl*^ and *FoxM1-cKO* mice at 8 months of age (*n* = 10). **g** The maximum running distance (measured by a treadmill) of *FoxM1-cKO* mice compared with control mice at 8 months of age (*n* = 8). **h** A schematic illustration showing the experimental design for muscle injury. BaCl_2_ was injected into and along the length of TA and gastrocnemius muscle of mice (2 months of age). The skeletal muscle or TA muscle was harvested at 7–30 days post-injury (DPI) depending on the experiments. **i** HE staining of the TA muscle cross-sections of *FoxM1-cKO* mice compared with control mice at 7 days and 14 DPI. Scale bar, 100 μm. **j** Average CSA of TA muscle in mice at 14 DPI (*n* = 5). Error bars represent the means ± SD. **p < 0.01, ***p < 0.001; Student’s *t* test.

To explore the effect of FoxM1 deficiency on muscle regeneration, we induced muscle injury by injecting BaCl_2_ into muscles of mice at 2 months of age (Fig. 1h) Histological analysis of the TA muscles at 7 days and 14 days after injury revealed a more severe regeneration defect in *FoxM1*-*cKO* mice, as evidenced by the larger unrepaired areas (Fig. 1i). Deletion of FoxM1 in SCs resulted in smaller-sized regenerative myofibers, compared with control mice at 14 days post-injury (DPI) (Fig. 1j). Together, these data suggested that loss of FoxM1 in SCs resulted in muscle atrophy and impaired muscle regeneration.

### FoxM1 deficiency impairs SC maintenance by impeding cell cycling of SCs

The finding of decreased muscle mass in *FoxM1-cKO* mice prompted us to examine the abundance of SCs in the skeletal muscle. Since SCs have definite cell surface markers (defined as CD45^−^Sca1^−^CD11b^−^CD31^−^CD34^+^α7-integrin^+^)^31^, we utilized flow cytometry to analyze the SC pool. FoxM1 deletion had no obvious effect on the abundance of SCs in 2-month-old mice (Supplementary Fig. 2a) but considerably reduced SCs abundance in 8-month-old mice (Fig. 2a, b). Immunostaining revealed considerably fewer numbers of Pax7^+^ SCs per fiber in 8-month-old *FoxM1*-*cKO* mice than in their control littermates (Fig. 2c, d). These data suggested that loss of FoxM1 impaired SC maintenance.

**Fig. 2:**
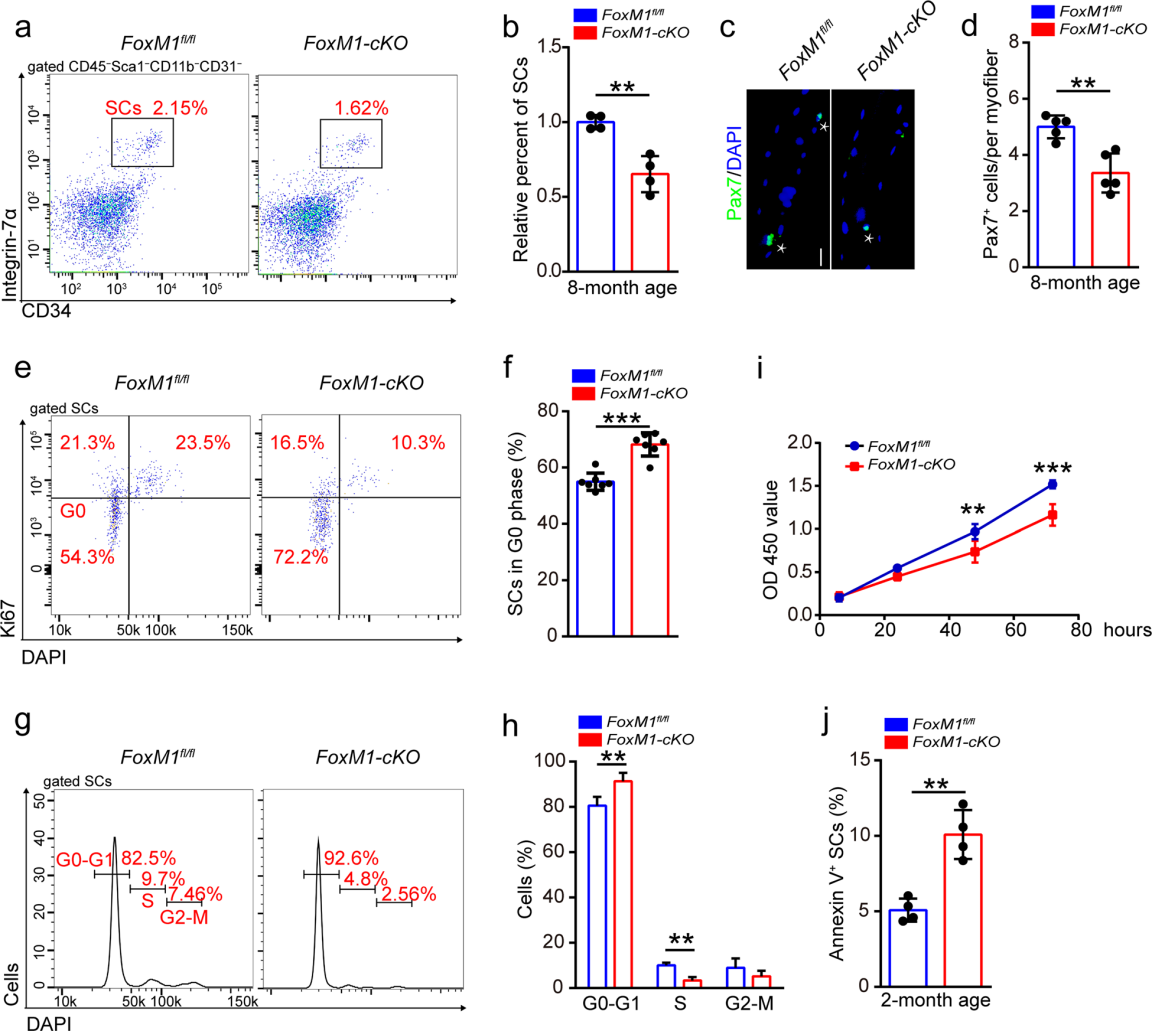
FoxM1 deficiency impairs SC maintenance by impeding cell cycling of SCs. **a** Skeletal muscles were harvested from mice at 8 months of age and then were digested as mononuclear cells. The cells were stained with cell surface markers (CD45, Sca1, CD11b, CD31,CD34, α7-integrin). The population of SCs (defined as CD45^−^Sca1^−^CD11b^−^CD31^−^CD34^+^α7-integrin^+^ cells) was analyzed by flow cytometry. **b** Quantification of the relative percentage of SCs per total mononuclear cells isolated from the skeletal muscles of mice at 8 months of age (*n* = 4). **c** Skeletal muscles were harvested from mice (8 months of age) and digested as myofibers. Representative fluorescent images of fresh myofibers immunostained with Pax7 antibody (green) and DAPI (blue). Scale bars, 50 μm. **d** Quantification of the numbers of Pax7^+^ SCs per myofiber of mice at 8 months of age (*n* = 5, 20 myofibers per mouse). **e** The mononuclear cells were isolated from the skeletal muscles of mice (2 months of age) and stained with cell surface markers, DAPI and Ki67. The quiescent percentage of SCs was analyzed by flow cytometry. **f** Quantification of the percentage of G0 phase of SCs in mice (2 months of age) (*n* = 7). **g** The mononuclear cells were isolated from the skeletal muscles of mice (2 months of age) and were stained with cell surface markers and DAPI. The cell cycle of SCs was analyzed by flow cytometry. **h** Quantification of the percentage of cell cycle distribution of SCs in mice at 2 months of age (*n* = 4). **i** In vitro proliferation assay (CCK8) of cultured SCs isolated from mice (2 months of age; *n* = 5). **j** The mononuclear cells were isolated from the skeletal muscles of mice (2 months of age) and were stained with SC markers, as well as Annexin-V and DAPI. The percentage of apoptotic SCs (Annexin-V^+^ SCs) was analyzed by flow cytometry (*n* = 4). Error bars represent the means ± SD. **p < 0.01, ***p < 0.001; Student’s *t* test.

We analyzed the cell cycle of SCs and observed a significantly increased frequency of quiescent SCs in *FoxM1-cKO* mice (Fig. 2e, f). We also found a decreased percentage of S phase SCs in *FoxM1*-*cKO* mice compared with control mice (Fig. 2g, h). In vitro analysis showed that deletion of *FoxM1* inhibited the incorporation of bromodeoxyuridine (BrdU) and expansion of SCs (Supplementary Fig. 2b, c and Fig. 2i). Loss of FoxM1 may result in cell apoptosis. Deletion of FoxM1 resulted in a slight increase in apoptosis (Fig. 2j). The differentiation potential of SCs is vital for muscle regeneration. However, we found that the loss of FoxM1 had no obvious effect on SC differentiation (Supplementary Fig. 2d–f). Together, these data suggested that FoxM1 was essential for SC maintenance by regulating the proliferation and survival of SCs.

### Loss of FoxM1 results in activation of wnt/β-catenin signaling in SCs

We performed global gene expression profiling of SCs isolated from 2-month-old *FoxM1*-*cKO* mice that were uninjured or 48 h post-injury. 

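Foxm1 itself, the forkhead transcription factor removed in the knockout, is ENSMUSG00000001517 and lies on chromosome 6 of mm10 from 128362967 to 128376146. It was listed at 5.48, 8.95 and 7.38 FPKM in uninjured FoxM1fl/fl SCs and at 0 in all 3 libraries of uninjured FoxM1-cKO SCs. At 48 h post-injury it stood at 32.8, 29.4 and 42.0 FPKM in FoxM1fl/fl SCs and at 3.48, 1.28 and 0.832 FPKM in FoxM1-cKO SCs. The difference in injured mice passed the test (log2 fold change -3.73 on the log2(FPKM + 1) scale, SE 0.86, adjusted p = 0.0180 from limma). That in uninjured mice did not (adjusted p = 0.128 from limma). The injured call ended without FoxM1fl/fl injured 1 (adjusted p = 0.0774), with no filter on low values (0.0667) and after quantile normalization (0.104). The uninjured difference passed without FoxM1fl/fl injured 3 (adjusted p = 0.0491), with a pseudocount of 0.1 (0.0118), after median-ratio scaling (0.0467) or quantile normalization (0.0458), with array weights (2.45e-06) and with no mean-variance trend (0.0191). At the gene length that fits best, 3 of the 6 Foxm1 values that could be tested are not whole numbers of reads (FoxM1fl/fl uninjured 1 and 3, FoxM1-cKO injured 2), so Foxm1 leaves the check of the library labels open.

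For each library about 800 SCs of 2-month-old mice were sorted by flow cytometry, and cDNA libraries were made with a kit for single-cell amounts of RNA. There were 3 libraries in each of 4 groups: FoxM1fl/fl and FoxM1-cKO SCs, uninjured or 48 h after muscle injury. The paper states that its experiments had biological replicates, but nothing ties a library to a mouse, so the spread between libraries may be partly technical. The authors aligned the reads with Bowtie 0.12.9, estimated FPKM with Cufflinks 2.1.1, counted reads with HTSeq and tested the counts with DESeq2. The values used here are the authors' deposited FPKM of 13775 genes. The 4956 genes with at least 1 FPKM in at least 3 of the 12 libraries were tested with limma on log2(FPKM + 1), in 1 model with 4 group means.

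Each gene's FPKM values were whole multiples of the worth of 1 read for 2864 of the 2867 genes where this could be tested, within 0.02 of a read plus 0.1% of the value. The 3 other genes were Foxm1, Ccnb1 and Tgfb3, where 3 of 6, 1 of 6 and 1 of 5 tested values missed at the gene length that fits best. The size of the steps gives the depth of each library. It came to 600587, 641998 and 174828 reads in uninjured FoxM1fl/fl SCs and to 170696, 172896 and 238172 reads in uninjured FoxM1-cKO SCs. In injured mice it came to 1281727, 1284015 and 907539 reads in FoxM1fl/fl SCs and to 2854482, 1692973 and 2061967 reads in FoxM1-cKO SCs. The reads recovered for the listed genes summed to less, with 94321, 106550 and 160198 in uninjured FoxM1-cKO libraries. Genes above 0 FPKM numbered 1464 to 3423 in uninjured FoxM1fl/fl libraries, 1178 to 1718 in uninjured FoxM1-cKO libraries, 4462 to 6579 in injured FoxM1fl/fl libraries and 6417 to 7577 in injured FoxM1-cKO libraries. The predicted microRNA gene Gm23935 took the largest share of FPKM in every library except FoxM1-cKO uninjured 1, led by Cltrn with 13.8%, and FoxM1-cKO uninjured 2, led by Pgam2 with 7.89%. Its share reached 48.9% in FoxM1fl/fl injured 2.

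In 3 of the 4 groups, 1 library followed a weighted sum of the other 2. FoxM1fl/fl uninjured 1 held 98.0% of the genes found only in uninjured 2 (at least 20 FPKM in one library and 0 in the other), at a median 0.883 of their value there. It held 94.3% of those found only in uninjured 3, at a median 0.105 of their value. FoxM1-cKO uninjured 2 held 92.9% of the genes found only in uninjured 1, at 0.439 of their value, and 96.7% of those found only in uninjured 3, at 0.526. FoxM1fl/fl injured 1 held 100.0% of the genes found only in injured 2, at 0.676 of their value, and 99.4% of those found only in injured 3, at 0.322. The interquartile range of these ratios spanned 1.16-fold to 1.56-fold. In injured FoxM1-cKO SCs the shares were 33.3% to 48.6% and the ratios spanned 14.4-fold to 35.2-fold. All p-values treat the 12 libraries as independent.

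**Figure D1:**
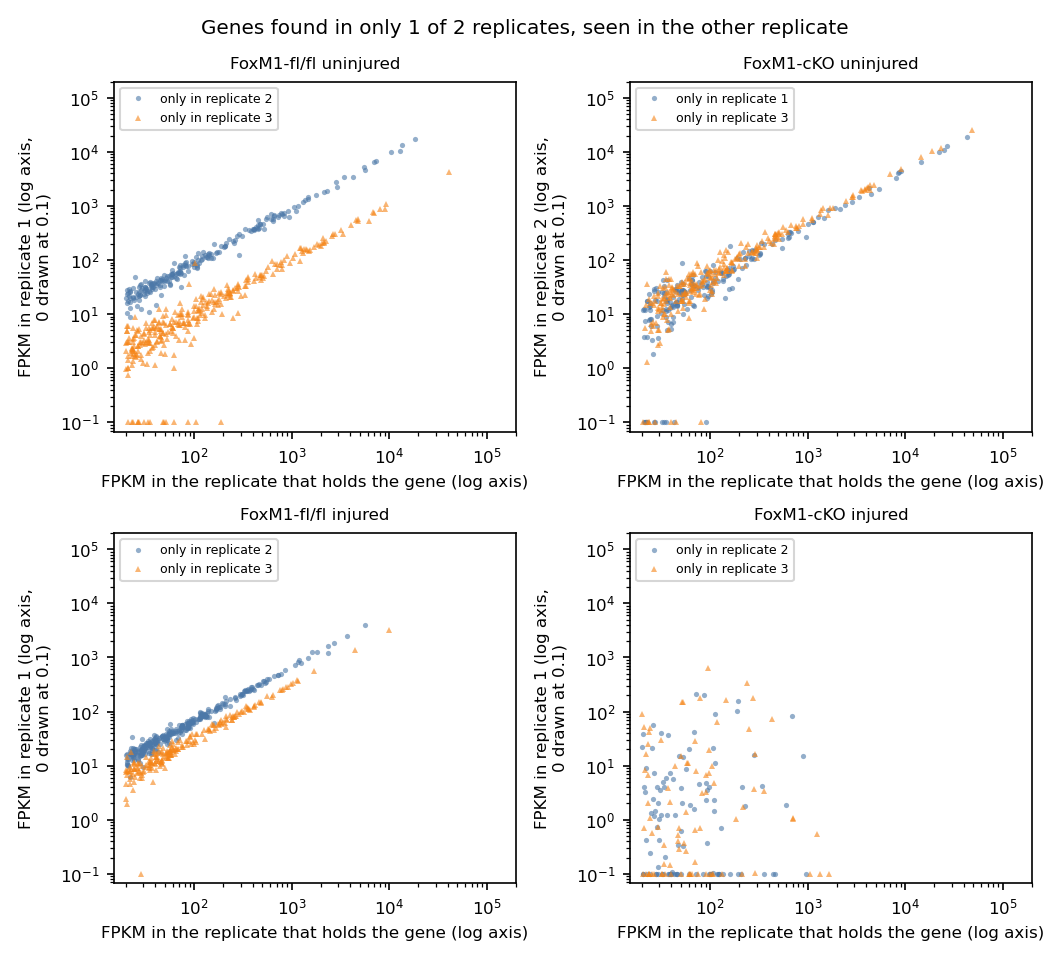
FPKM, on log axes, of tested genes with at least 20 FPKM in one replicate and 0 in another (horizontal axis) against their FPKM in the remaining replicate of the group (vertical axis, 0 drawn at 0.1), with 1 panel per group and 1 colour per replicate that holds the gene. The points lie along lines in FoxM1fl/fl uninjured, FoxM1-cKO uninjured and FoxM1fl/fl injured SCs and scatter in FoxM1-cKO injured SCs. There, over all genes and not only those tested, replicate 1 held 48.5% of the genes found only in replicate 2. It held 48.6% of those found only in replicate 3.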

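In uninjured mice, Eif5a, a translation factor, was listed at 0 in all FoxM1fl/fl libraries and at 619.7, 619.8 and 590.2 FPKM in FoxM1-cKO libraries (adjusted p = 0.0020 from limma). H2-K1, a class I histocompatibility antigen, fell from 495, 472 and 256 FPKM to 3.13, 0 and 0 FPKM (log2 fold change -7.93, adjusted p = 0.0040). Irf9, a transcription factor of the interferon response, went from 17.2, 14.1 and 54.7 FPKM to 0 in every FoxM1-cKO library (adjusted p = 0.0063). Serpinf1, which encodes a secreted serpin, fell from 7014, 7572 and 2907 FPKM to 109, 41.0 and 20.6 FPKM (log2 fold change -6.85, SE 1.06, adjusted p = 0.0063, and 0.0525 without FoxM1fl/fl uninjured 1).

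In injured mice, Arpc3, a subunit of the Arp2/3 complex that nucleates actin, rose from 0.868, 0 and 0 FPKM to 291, 297 and 203 FPKM (log2 fold change 7.73, SE 0.82, adjusted p = 0.0017). Prmt1, an arginine methyltransferase, rose from 1.45, 1.81 and 0 FPKM to 424, 140.3 and 198 FPKM (log2 fold change 6.91, SE 0.89, adjusted p = 0.0021). Exosc4, a subunit of the RNA exosome, went from 856, 135 and 2449 FPKM to 0 in all FoxM1-cKO libraries (adjusted p = 0.0017). Grn, which encodes progranulin, fell from 1586, 535 and 3943 FPKM to 15.3, 3.79 and 43.1 FPKM (log2 fold change -6.63, SE 1.14, adjusted p = 0.0048).

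At an adjusted p under 0.05 from limma, 76 genes differed between FoxM1-cKO and FoxM1fl/fl SCs in uninjured mice, 43 higher and 33 lower, and 387 differed in injured mice, 255 higher and 132 lower. All of them changed over 2-fold on the log2(FPKM + 1) scale. These calls depended on the spread shared between the 4 groups. In a fit of the 2 compared groups alone, limma called 0 genes in uninjured and 2 in injured mice. In that fit 266 and 749 genes had an unadjusted p under 0.05. Every call of a single gene in uninjured mice thus ended there. Every FoxM1-cKO library lay on one side of every FoxM1fl/fl library for 352 genes in uninjured mice (7.10% of those tested) and 1144 in injured mice (23.1%), where chance gives 10% without ties. With the ties at 0 counted, the average over the 10 splits of the same libraries, the real one included, was 2.41% in uninjured and 9.23% in injured mice. A value of 0 need not mean absence, since 43 to 68 of 82 ribosomal protein genes were above 0 in uninjured FoxM1fl/fl libraries. The median log2 fold change of all tested genes was 0.0 in uninjured and 0.32 in injured mice, and 0.12 in injured mice after median-ratio scaling. That scaling gave 37 higher and 73 lower genes in uninjured mice and 178 higher and 129 lower in injured mice, and quantile normalization gave 66 higher and 71 lower in injured mice. Without the 3 libraries that follow a weighted sum of their group's others, limma called 0 genes in both comparisons, and 158 genes in uninjured and 461 in injured mice had an unadjusted p under 0.05 (937 and 1145 with all libraries). A lost call need not mean that the difference was gone. The genes from Eif5a to Grn above still separate in the libraries left. That outcome was fixed in advance, since these genes were chosen for groups that do not overlap, and it does not test the difference. The counts and their balance moved with single libraries. The uninjured count was 18, 189 (40 higher, 149 lower) and 383 (82 higher, 301 lower) without FoxM1fl/fl uninjured 1, 2 and 3, and 28 without FoxM1fl/fl injured 1. It was 264 (227 higher, 37 lower), 23 and 249 (212 higher, 37 lower) without FoxM1-cKO uninjured 1, 2 and 3. The injured count was 255 without FoxM1fl/fl uninjured 1, and 103 (48 higher, 55 lower), 481 (196 higher, 285 lower) and 725 (268 higher, 457 lower) without FoxM1fl/fl injured 1, 2 and 3.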

We found that 141 genes had over twofold differential expression in *FoxM1-cKO* SCs relative to their expression in *FoxM1*^*fl/fl*^ SCs in uninjured mice, In injured mice, 515 genes were differentially expressed (Fig. 3a, b). 

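Of 82 genes of cytosolic ribosomal proteins tested in uninjured mice, 4 were higher in FoxM1-cKO SCs, 1 was lower and 77 did not pass (16 higher and 4 lower when adjusted over the list alone). Rps4x, a protein of the small subunit, rose from 29.0, 16.0 and 246 FPKM to 4386, 8127 and 11502 FPKM (log2 fold change 7.21, SE 0.97, adjusted p = 0.0040 from limma). Rpl37, of the large subunit, was listed at 0 in each FoxM1fl/fl library and at 44.3, 1363 and 1929 FPKM in FoxM1-cKO libraries (adjusted p = 0.0065). The list was higher than other genes by limma's camera (adjusted p = 0.0020), but not with an estimated correlation (adjusted p = 0.558 with an estimated correlation), after median-ratio scaling (0.270), with a stricter filter (0.0660) or without FoxM1fl/fl uninjured 2 (0.206), and its adjusted p ranged from 3.05e-07 to 0.558 over all settings.

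Of 16 glycolysis genes, 3 were higher, 0 were lower and 13 did not pass, with the same counts when adjusted over the list alone (camera adjusted p = 0.0020; adjusted p = 0.271 with an estimated correlation, 0.0660 with the stricter filter). Aldoa, Pfkm and Ldhb, which encode an aldolase, a phosphofructokinase and a lactate dehydrogenase subunit, were listed at 0 in every uninjured FoxM1fl/fl library. In FoxM1-cKO libraries Aldoa stood at 18.9, 1740.0 and 3114 FPKM (adjusted p = 0.0172), Pfkm at 10.2, 40.2 and 87.5 FPKM (adjusted p = 0.0305) and Ldhb at 4.49, 3012 and 6111 FPKM (adjusted p = 0.0466). Their calls ended without FoxM1fl/fl uninjured 1 (adjusted p = 0.0802, 0.149 and 0.184) and without FoxM1-cKO uninjured 2 (0.0914, 0.131 and 0.231). Those of Pfkm and Ldhb also ended without FoxM1fl/fl injured 1 (0.0762 and 0.101), and that of Ldhb without any other library but FoxM1fl/fl uninjured 3 and FoxM1-cKO uninjured 1 (0.0601 to 0.0905). Of 25 myofibre genes, 1 was higher, 0 were lower and 24 did not pass (2 higher when adjusted over the list alone; camera adjusted p = 0.0020; adjusted p = 0.271 with an estimated correlation, 0.166 after median-ratio scaling, 0.128 with the stricter filter). It was Tcap, a protein of the sarcomeric Z-disc, listed at 0 in FoxM1fl/fl libraries and at 24.7, 6.10 and 4.43 FPKM in FoxM1-cKO libraries (adjusted p = 0.0172, 0.108 without FoxM1fl/fl uninjured 1 and 0.0614 without FoxM1fl/fl injured 1). Myofibre genes made up 2.52%, 1.82% and 6.46% of the summed FPKM of uninjured FoxM1fl/fl libraries and 26.3%, 20.2% and 14.2% of that of uninjured FoxM1-cKO libraries, although the SCs had been sorted by surface markers.

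Among p53 pathway genes, Plk2, a polo-like kinase, was listed at 0 in uninjured FoxM1fl/fl SCs and at 73.2, 51.6 and 19.5 FPKM in FoxM1-cKO SCs (adjusted p = 0.0244). Btg2, an antiproliferative gene, fell from 110.5, 111 and 37.5 FPKM to 0, 2.11 and 1.53 FPKM (log2 fold change -5.30, SE 1.02, adjusted p = 0.0211). The calls of Plk2 and Btg2 ended without FoxM1fl/fl uninjured 1 (adjusted p = 0.135 and 0.109), without FoxM1-cKO uninjured 2 (0.121 and 0.0814) and without FoxM1fl/fl injured 1 (0.0614 and 0.0578). The other 16 of 18 p53 pathway genes did not pass in uninjured mice (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.418), and none of the 18 passed in injured mice by limma (2 lower when adjusted over the list alone; camera adjusted p = 0.856). Of 41 FoxO pathway genes, 2 were higher, 1 was lower and 38 did not pass in injured mice (4 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.820). The higher genes were Gabarapl1, of autophagosome formation, listed at 0 in injured FoxM1fl/fl SCs and at 2.31, 100.3 and 47.7 FPKM in FoxM1-cKO SCs (adjusted p = 0.0151), and Pik3ca, a kinase subunit (log2 fold change 2.42, SE 0.66, adjusted p = 0.0390). The lower gene was Ccnb1. The call of Gabarapl1 ended without FoxM1fl/fl injured 1 (adjusted p = 0.0781), and that of Pik3ca without any library but FoxM1-cKO injured 1 (0.0524 to 0.171).

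With the pathway annotation that the deposited table carries, a test chosen after seeing the data, the ribosome pathway held 5 of the 37 annotated genes called in uninjured mice where 2.11 were expected (one-sided Fisher's exact test, p = 0.0562, adjusted p = 1). The cell cycle pathway held 0 where 1.09 were expected. Of the 163 annotated genes called in injured mice, the p53 pathway held 2 (2.49 expected), the FoxO pathway 6 (4.57 expected, p = 0.305 by Fisher's exact test) and the Wnt pathway 2 (3.53 expected), each at an adjusted p of 1.

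**Figure D2:**
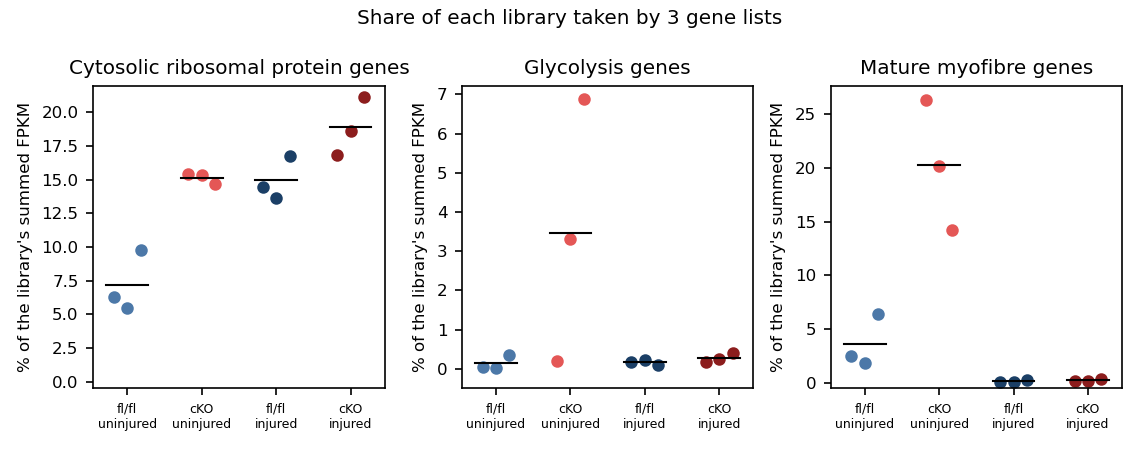
Share of each library's summed FPKM, in %, taken by cytosolic ribosomal protein, glycolysis and mature myofibre genes, with 1 point per library, 3 per group, and a black line at the mean of the points. Ribosomal protein genes took 5.45% to 9.76% in uninjured FoxM1fl/fl libraries and 14.7% to 15.4% in uninjured FoxM1-cKO libraries. The summed FPKM include Gm23935, which took 22.91%, 19.15% and 32.77% of the uninjured FoxM1fl/fl libraries. It took at most 13.82%, 7.89% and 9.29% of the uninjured FoxM1-cKO libraries, so it lowers the FoxM1fl/fl shares of each list more.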

Notably, cell cycle regulation and the ribosome pathway were the most commonly modified cellular function pathways in *FoxM1-cKO* SCs under homeostatic status, and p53, Foxo, and wnt pathways were enriched in injured mice (Fig. 3c, d). 

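Brk1, a subunit of the WAVE complex that regulates actin assembly, was higher in FoxM1-cKO SCs in both conditions. It is ENSMUSG00000033940, on chromosome 6 of mm10 from 113604772 to 113616951. In uninjured mice it was listed at 0 in each FoxM1fl/fl library and at 225, 259 and 272 FPKM in FoxM1-cKO libraries (adjusted p = 0.0033 from limma). In injured mice it rose from 45.6, 32.7 and 46.3 FPKM to 513, 1778 and 382 FPKM (log2 fold change 4.07, SE 1.02, adjusted p = 0.0261). Its injured value was chosen after it was seen. That call ended without FoxM1fl/fl injured 1 (adjusted p = 0.106), FoxM1fl/fl injured 2 (0.0524) or FoxM1-cKO injured 2 (0.0689), with no filter (0.0931) and after median-ratio scaling (0.0519).

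Ccnb1 encodes cyclin B1, the partner of Cdk1 at the entry into mitosis, and is ENSMUSG00000041431 on chromosome 13 of mm10 from 100778650 to 100786570. It was listed at 6.02, 6.88 and 5.67 FPKM in uninjured FoxM1fl/fl SCs and at 0 in each uninjured FoxM1-cKO library (adjusted p = 0.172). In injured mice it fell from 279.9, 425 and 130.3 FPKM to 10.3, 1.42 and 0.779 FPKM (log2 fold change -6.10, SE 1.03, adjusted p = 0.0047). The uninjured difference passed with a pseudocount of 0.1 (adjusted p = 0.0270) and with array weights (8.36e-06). Of its 6 tested values, that in FoxM1fl/fl uninjured 3 was not a whole number of reads. The difference between the 2 conditions in the change of Ccnb1 did not pass (log2 -3.26, adjusted p = 0.217).

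Of the 76 and 387 genes called over 2-fold, Brk1 was the 1 gene called in both conditions, where 5.93 would be shared by independent lists (one-sided Fisher's exact test, p = 0.998). The number was 12 without FoxM1-cKO uninjured 1, 6 without FoxM1-cKO uninjured 3, 16 and 5 without FoxM1fl/fl uninjured 3 and 2, 5 without FoxM1fl/fl injured 3, 2 and 3 without FoxM1-cKO injured 1 and 3, and 0 without FoxM1fl/fl injured 1 or 2.

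**Figure D3:**
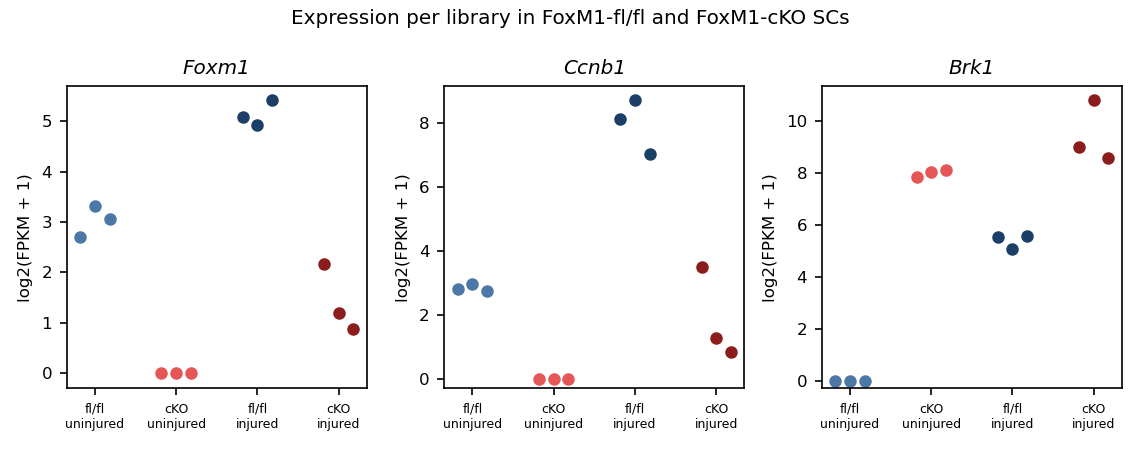
Expression of Foxm1, Ccnb1 and Brk1 as log2(FPKM + 1) on the vertical axis, with 1 point per library and 3 libraries in each of the 4 groups. Brk1 lies higher in FoxM1-cKO than in FoxM1fl/fl libraries in both conditions, at 0 FPKM in uninjured FoxM1fl/fl SCs, and Ccnb1 lies lower.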

The differential expression of 28 genes, including the cell cycle regulator, Ccnb1, occurred in both the homeostatic and injured conditions (Fig. 3e). These results revealed that FoxM1 promoted cell cycling of SCs at the molecular level.

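Apart from Ccnb1, cell cycle genes that passed the test went both ways in injured mice. Tacc3, a protein of the mitotic spindle, was listed at 0 in every injured FoxM1fl/fl library and at 30.2, 96.2 and 58.7 FPKM in FoxM1-cKO libraries (adjusted p = 0.0022 from limma). Aurka, the mitotic kinase Aurora A, was listed at 0 and at 17.7, 94.6 and 1.53 FPKM (adjusted p = 0.0255). Rfc4, a subunit of the clamp loader of DNA replication, rose from 0.610, 0.609 and 0 FPKM to 37.3, 8.77 and 9.48 FPKM (log2 fold change 3.52, SE 0.71, adjusted p = 0.0094). Tipin, of the replication fork, was listed at 0 and at 4.57, 45.2 and 8.17 FPKM (adjusted p = 0.0081). Pola2, a subunit of DNA polymerase alpha with less than 5 FPKM, was named after its values were seen and went from 4.18, 1.29 and 2.27 FPKM to 0 (adjusted p = 0.0093).

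Cdk1 stood at 254, 373 and 0 FPKM in injured FoxM1fl/fl SCs and at 2.00, 8.10 and 76.9 FPKM in FoxM1-cKO SCs (log2 fold change -1.83, SE 1.89, adjusted p = 0.607). It passed without FoxM1fl/fl injured 3 (adjusted p = 0.0288) and with array weights (0.0295). Cdc20, the other activator of the APC/C beside Cdh1, had an injured log2 fold change of 0.59 (SE 0.87, adjusted p = 0.735).

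Of 24 genes of the G2 and M phases, 2 were higher, 1 was lower and 21 did not pass in injured mice (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.979). Of 25 genes of the G1/S transition and DNA replication, 2 were higher, 1 was lower and 22 did not pass (the same when adjusted over the list alone; camera adjusted p = 0.541). The summed FPKM of the G2 and M phase genes, looked at after seeing the data and not tested, was 0.241%, 0.135% and 0.541% of injured FoxM1fl/fl libraries and 0.051%, 0.109% and 0.050% of injured FoxM1-cKO libraries, so that each FoxM1fl/fl library lay above each FoxM1-cKO library. In uninjured mice, limma called 0 genes of either list (camera adjusted p = 0.817 and 0.209). The calls of Aurka, Rfc4 and Tipin ended without FoxM1fl/fl injured 1 (adjusted p = 0.112, 0.0580 and 0.0608). That of Aurka also ended without FoxM1fl/fl injured 2 (0.0544) or FoxM1fl/fl uninjured 1 (0.0520). From the counts of changed genes, their pathways and the change of Ccnb1 in both conditions (Fig. 3), the paper concludes that FoxM1 promotes SC cycling at the molecular level. Its case for cycling also rests on other assays. These are the shares of quiescent and S phase SCs by flow cytometry, and BrdU incorporation and growth in culture. For Ccnb1 they are qPCR, protein, ChIP and reporter assays, enforced expression and an inhibitor.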

**Fig. 3:**
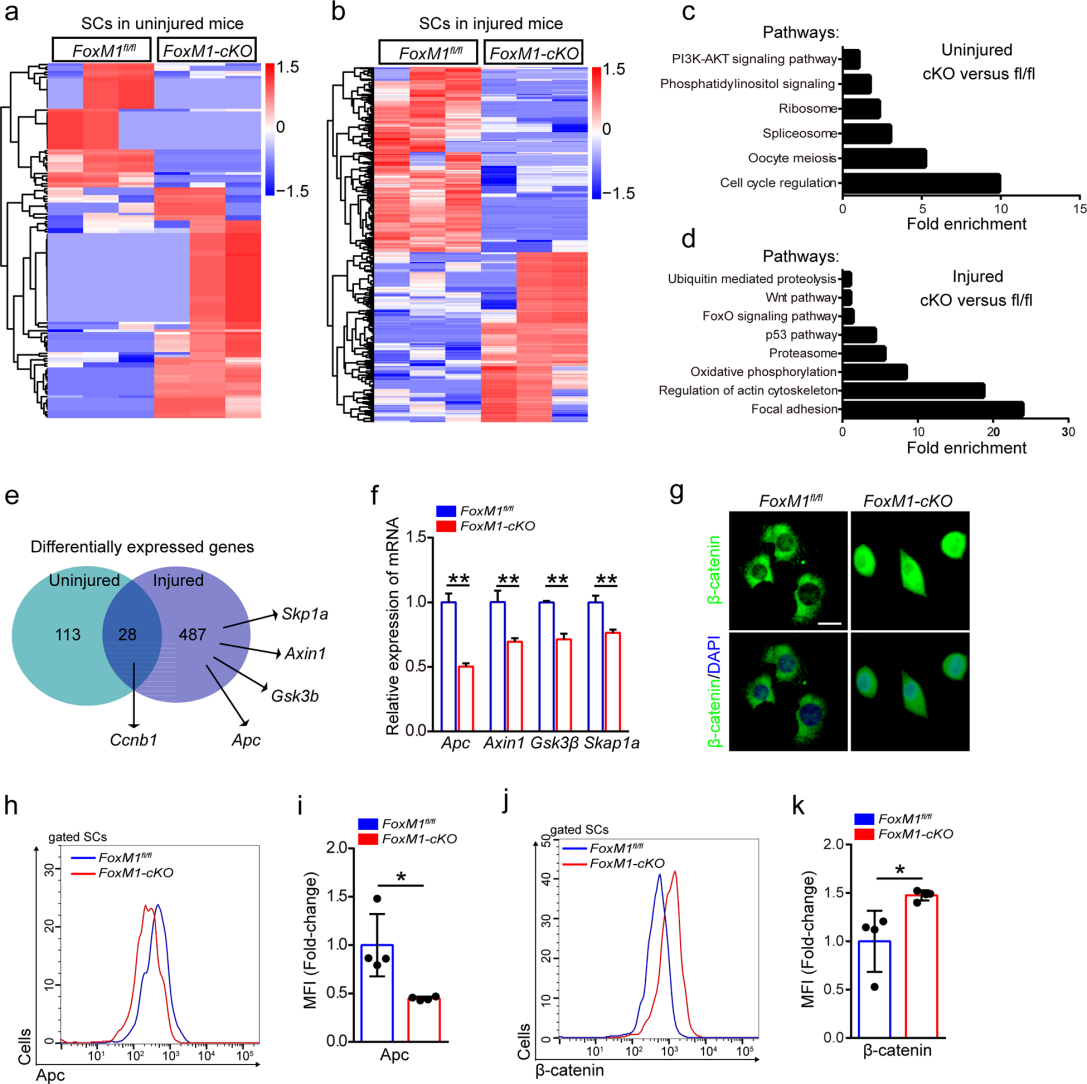
Loss of FoxM1 results in activation of wnt/β-catenin signaling in SCs. **a**, **b** Heatmaps showing the differential expressed protein-coding genes of SCs in uninjured mice (**a**) or injured mice (**b**) (*n* = 3). SCs were isolated from 2-month-old *FoxM1*-*cKO* mice that were uninjured or 48 h post-injury by flow cytometry. The sorted SCs were conducted by RNA-Sequencing analysis. **c**, **d** Enrichment of differentially expressed genes into pathways of SCs in uninjured mice (**c**) or injured mice (**d**). **e** Numbers of dysregulated protein-coding genes (data from RNA-Sequencing) in SCs. **f** SCs were sorted from *FoxM1*^*fl/fl*^ and *FoxM1-cKO* mice (2 months of age) at 48 h post-injury. Total RNA of sorted SCs was extracted and the expression of the indicated genes was assayed by qPCR (*n* = 4). **g** SCs were isolated from *FoxM1*^*fl/fl*^ and *FoxM1-cKO* mice (2 months of age) and cultured in vitro. Immunofluorescence staining of β-catenin in SCs (*n* = 3). Nuclei were stained with DAPI. Scale bars, 20 μm. **h** The mononuclear cells were isolated from the skeletal muscles of mice (2 months of age) at 48 h post-injury and were stained with SC markers and Apc fluorescent antibody. The intensity of Apc was analyzed by flow cytometry. **i** The mean fluorescence intensity (MFI) analysis of Apc in SCs (*n* = 4). **j** The mononuclear cells were isolated from the skeletal muscles of mice (2 months of age) at 48 h post-injury and were stained with SC markers and β-catenin fluorescent antibody. The intensity of β-catenin was analyzed by flow cytometry. **k** The MFI analysis of β-catenin in SCs (*n* = 4). Error bars represent the means ± SD. *p < 0.05, **p < 0.01; Student’s *t* test.

We also found genes of wnt signaling pathway that displayed downregulated expression in SCs in injured mice. These genes included Apc, Gsk3β, Axin1, and Skp1a (Fig. 3e). 

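Between injured FoxM1-cKO and FoxM1fl/fl SCs, 1 gene passed the test in each list of Wnt pathway genes, where 387 of all 4956 tested genes did. Genes that did not pass may still differ, since the fit called 1.5% of simulated changes of log2 size 2. Of 17 tested genes of the β-catenin destruction complex and other negative regulators, 1 was lower (Apc), 0 were higher and 16 did not pass, with the same counts when adjusted over the list alone (camera adjusted p = 0.464). Of 14 targets of Wnt/β-catenin signaling, 1 was higher, 0 were lower and 13 did not pass, with the same counts over the list alone (camera adjusted p = 0.820). The higher target was Fst, which encodes follistatin, an inhibitor of activin and myostatin. It was listed at 0 in each injured FoxM1fl/fl library and at 18.4, 13.8 and 2.23 FPKM in FoxM1-cKO libraries (adjusted p = 0.0082 from limma, 0.0628 without FoxM1fl/fl injured 1). Ctnnb1, β-catenin itself, stood at 11.6, 20.0 and 2.43 FPKM in FoxM1fl/fl SCs and at 3.00, 20.7 and 0.535 FPKM in FoxM1-cKO SCs (log2 fold change -0.92, SE 1.11, adjusted p = 0.669).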

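Apc, the scaffold of the β-catenin destruction complex, fell in injured FoxM1-cKO SCs. It is ENSMUSG00000005871 and lies on chromosome 18 of mm10 from 34220924 to 34322552. It stood at 4.11, 7.57 and 10.2 FPKM in FoxM1fl/fl libraries and at 0, 0 and 0.118 FPKM in FoxM1-cKO libraries (log2 fold change -2.92, SE 0.48, adjusted p = 0.0046 from limma). The call ended with no filter on low values (adjusted p = 0.0682), after quantile normalization (0.0686) and in a fit of the 2 injured groups alone (0.183). In uninjured mice Apc was at 0.135, 0 and 0 FPKM in FoxM1fl/fl SCs and at 0 in FoxM1-cKO SCs, and the difference between the conditions did not pass (adjusted p = 0.0562).

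Gsk3b, the kinase that phosphorylates β-catenin in that complex (ENSMUSG00000022812; chromosome 16, 38089001 to 38246084), stood at 484, 5.91 and 1471 FPKM in injured FoxM1fl/fl SCs and at 42.4, 4.20 and 16.3 FPKM in FoxM1-cKO SCs. The difference did not pass the test (log2 fold change -3.43, SE 2.17, adjusted p = 0.371 from limma). Axin1, the second scaffold of the complex, was listed at 48.1, 0 and 128 FPKM in injured FoxM1fl/fl SCs and at 0 in each FoxM1-cKO library. It reached 1 FPKM in fewer than 3 libraries and was not tested. Skp1a, an adaptor of SCF ubiquitin ligases (ENSMUSG00000036309; chromosome 11, 52231995 to 52246858), stood at 314, 480.0 and 18.2 FPKM in FoxM1fl/fl SCs and at 119, 39.7 and 299 FPKM in FoxM1-cKO SCs (log2 fold change -0.33, SE 2.55, adjusted p = 0.962). Its sign changed without FoxM1fl/fl injured 1 (log2 0.24), without FoxM1fl/fl injured 2 (0.55) and without FoxM1-cKO injured 2 (0.41).

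**Figure D4:**
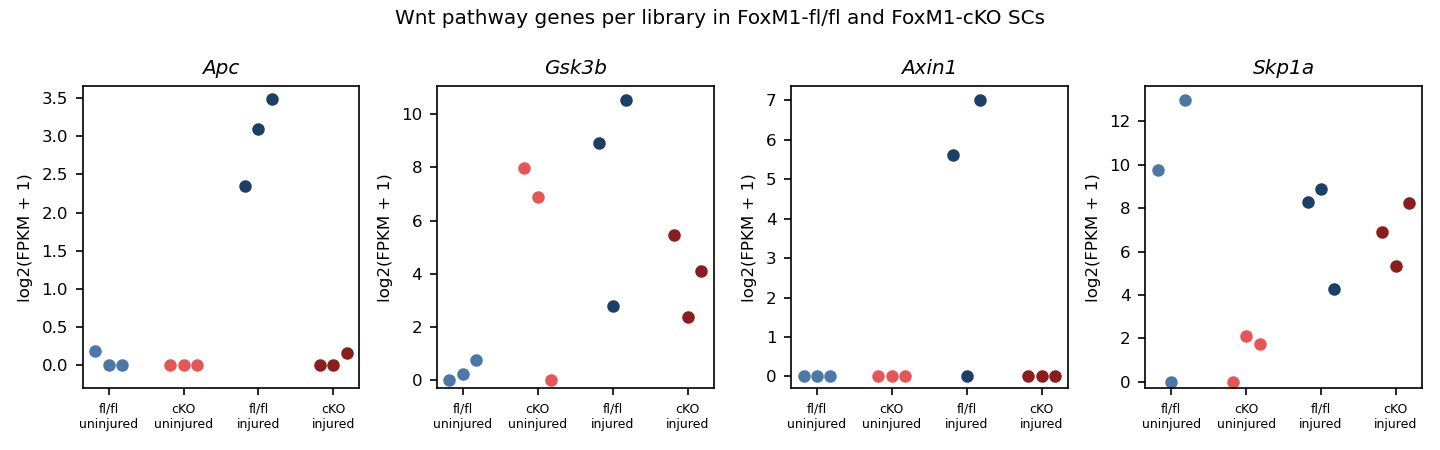
Expression of Apc, Gsk3b, Axin1 and Skp1a as log2(FPKM + 1) on the vertical axis, with 1 point per library and 3 libraries in each of the 4 groups. In injured mice the groups separate for Apc (4.11 to 10.2 against 0 to 0.118 FPKM) and overlap for Gsk3b, Axin1 and Skp1a.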

Wnt signaling plays an essential role during embryonic muscle development and in the maintenance of skeletal muscle homeostasis^32,33^. Quantitative real-time polymerase chain reaction (qPCR) results confirmed the significant downregulation of the aforementioned genes (Fig. 3f). The expression of Apc showed similar pattern of change in SCs during muscle regeneration (Supplementary Fig. 2g, h). Moreover, the protein level of Apc in SCs in vivo was reduced in *FoxM1-cKO* mice compared with control mice (Fig. 3h, i). The cultured FoxM1-deficient SCs displayed increased total and nuclear β-catenin proteins compared with control SCs in vitro (Fig. 3g). Consistently, the protein level of β-catenin in SCs in vivo was upregulated in FoxM1-deficient mice compared with control mice (Fig. 3j, k). The expression of Tgf-β2 and Tgf-β3 was also upregulated in FoxM1-deficient SCs in the injured condition (Supplementary Fig. 2i, j). Together, these data suggested that loss of FoxM1 resulted in activation of wnt/β-catenin signaling in SCs.

### FoxM1 preserves muscle regeneration by transcriptionally regulating Apc in SCs

To determine whether FoxM1 regulates Apc through direct transcriptional activation, we searched for the consensus FoxM1-binding site (C/T)AAA(C/T)AA in the proximal promoter regions of Apc. A chromatin immunoprecipitation (ChIP) assay of SCs revealed the direct binding of FoxM1 to site 1 in the Apc promoter regions (Fig. 4a, b). The luciferase activity of a construct containing the wild-type (WT)-binding site showed apparent increases with FoxM1 expression. However, the construct containing the mutants did not (Fig. 4c, d). We generated mice with FoxM1 overexpression in SCs (designated as “*Tg-FoxM1*” mice here). The strategy efficiently promoted the overexpression of FoxM1 in SCs (Supplementary Fig. 3a–c). Inspiringly, FoxM1 overexpression significantly upregulated the expression of Apc in SCs (Fig. 4e), as well as the protein level of Apc (Fig. 4f, g). Subsequently, the total protein level of β-catenin was strikingly reduced (Fig. 4h). Loss- and gain-of-function analyses demonstrated a novel mechanism in which FoxM1 repressed wnt/β-catenin signaling by transcriptionally regulating Apc in SCs.

**Fig. 4:**
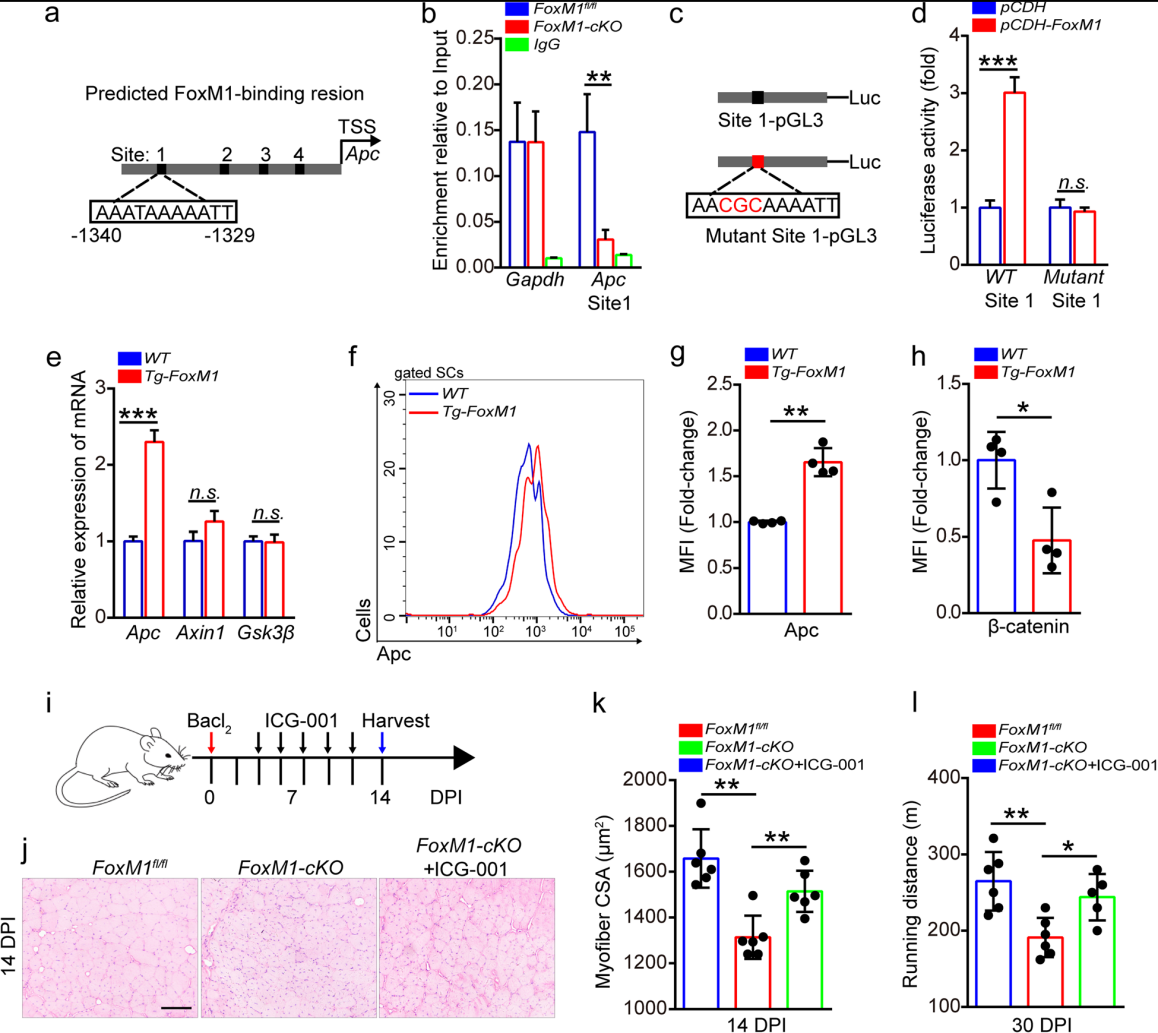
FoxM1 preserves muscle regeneration by transcriptionally regulating Apc in SCs. **a** The upstream promoter regions of mouse Apc gene, including predicted FoxM1-binding sites (black). **b** Quantitative PCR analysis of the FoxM1 binding to promoter regions of Apc in SCs. Enrichment relative to the input was shown (*n* = 4). SCs were isolated from *FoxM1*^*fl/fl*^ and *FoxM1-cKO* mice (2 months of age) and cultured in vitro. IgG served as a negative control and the binding of RNA polymerase II to GAPDH promoter served as a positive control. **c** Wild-type and mutant (mut) Apc promoter luciferase (luc) constructs. **d** Luciferase activity in 293T cells transfected with a luciferase reporter vector (PGL3) with the WT or mutant promoter of Apc, as well as pCDH and pCDH-FoxM1. Results are presented relative to those of cells transfected with the luciferase construct and empty vector (pCDH) (*n* = 3). **e** SCs were sorted from *WT* and *Tg-FoxM1* mice (2 months of age) at 48 h post-injury. Total RNA of sorted SCs was extracted and the expression of indicated genes was assayed by qPCR (*n* = 4). **f** The mononuclear cells were stained with SC markers and Apc fluorescent antibody, which were isolated from the skeletal muscles of mice (2 months of age) at 48 h post-injury. The intensity of Apc was analyzed by flow cytometry. **g** The MFI analysis of Apc in SCs (*n* = 4). **h** The MFI analysis of β-catenin in SCs (*n* = 4). The mononuclear cells were isolated from the skeletal muscles of mice (2 months of age) at 48 h post-injury and were stained with SC markers and β-catenin fluorescent antibody. **i** A schematic illustration showing the experimental design for the treatment of ICG-001 in injured mice (2 months of age). **j** HE staining of the TA muscle cross-sections of mice at 14 DPI. Scale bar, 100 μm. **k** Average CSA of TA muscles of mice at 14 DPI (*n* = 6). **l** The maximum running distance of mice, measured by a treadmill at 30 DPI (*n* = 6). Error bars represent the means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, n.s. no significance; Student’s *t* test or one-way ANOVA.

To determine whether the downregulated expression of Apc hindered muscle regeneration of *FoxM1-cKO* mice by the Apc-β-catenin axis, the mice were administered ICG-001, a small molecule inhibitor of wnt/β-catenin^34^. Treatment with ICG-001 partially rescued the regeneration capacity of *FoxM1*-*cKO* SCs, as shown by larger cross-sectional area (CSA), normal regenerative myofiber, and enhanced exercise performance (Fig. 4i–l). These data suggested that the regeneration defect of FoxM1-deficient SCs was partially due to the hyperactivation of wnt/β-catenin signaling resulting from reduced Apc expression.

### FoxM1 overexpression promotes muscle hypertrophy but eventually results in muscle atrophy

We observed obvious muscle hypertrophy in *Tg-FoxM1* mice compared with 2-month-old *WT* mice (Supplementary Fig. 3d and Fig. 5a, b). However, FoxM1 overexpression in SCs eventually resulted in striking muscle atrophy at 8 months of age (Supplementary Fig. 3e–i). Moreover, the regenerative myofibers of 2-month-old *Tg-FoxM1* mice were significantly smaller than those in *WT* mice (Fig. 5c, d). These data indicated that FoxM1 overexpression in SCs promoted myogenesis at an early age but impaired muscle regeneration under stress and muscle development of mice with increasing age.

**Fig. 5:**
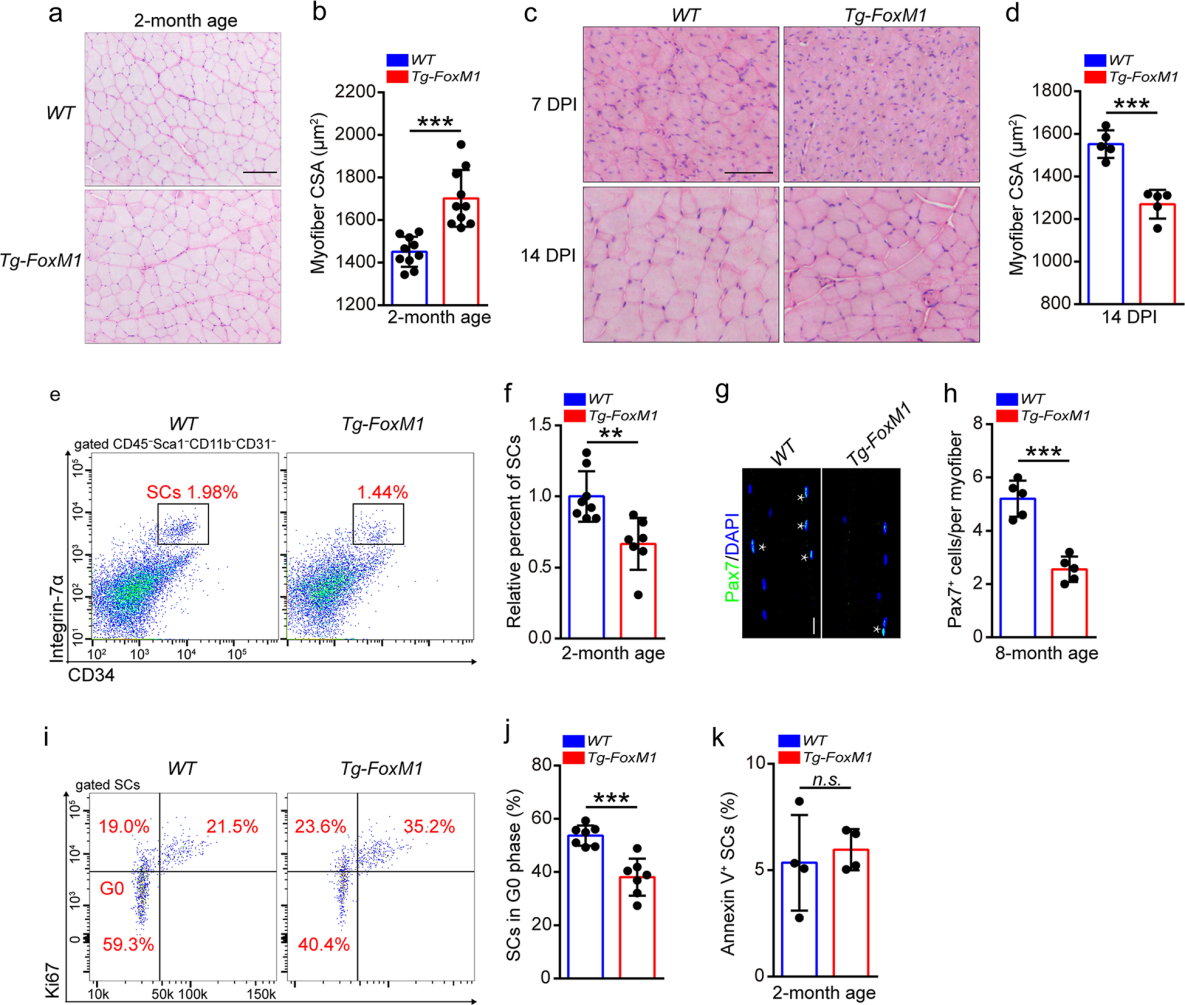
FoxM1 overexpression promotes muscle hypertrophy but eventually results in muscle atrophy. **a** HE staining of the TA muscle cross-sections in FoxM1 overexpression mice compared with control mice at 2 months of age. Scale bar, 100 μm. **b** Average CSA of TA of *Tg-FoxM1* and *WT* mice (2 months of age) (*n* = 10). **c** HE staining of the TA muscle cross-sections of *Tg-FoxM1* and *WT* mice (2 months of age) at 7 DPI and 14 DPI. Scale bar, 100 μm. **d** Average CSA of TA muscle of mice (2 months of age) at 14 DPI (*n* = 5). **e** The mononuclear cells were isolated from skeletal muscles of mice (2 months of age) and were stained with SC markers. The population of SCs was analyzed by flow cytometry. **f** Quantification of the relative percentage of SCs per total mononuclear cells isolated from the skeletal muscles of mice at 2 months of age (*n* = 8). **g** Skeletal muscles were harvested from mice (8 months of age) and digested as myofibers. Representative fluorescent images of fresh myofibers immunostained with Pax7 antibody (green) and DAPI (blue). Scale bars, 50 μm. **h** Quantification of the numbers of Pax7^+^ SCs per myofiber of mice at 8 months of age (*n* = 5, 20 myofibers per mouse). **i** The mononuclear cells were isolated from the skeletal muscles of mice (2 months of age) and were stained with cell surface markers, DAPI and Ki67. The quiescent percentage of SCs was analyzed by flow cytometry. **j** Quantification of the percentage of G0 phase in SCs of mice (2 months of age) (*n* = 6). **k** The mononuclear cells were isolated from the skeletal muscles of mice (2 months of age) and were stained with SC markers, as well as Annexin-V and DAPI. The percentage of apoptotic SCs (Annexin-V^+^ SCs) was analyzed by flow cytometry (*n* = 4). Error bars represent the means **±** SD. *p < 0.05, **p < 0.01, ***p < 0.001, n.s. no significance; Student’s *t* test.

The transition of muscle hypertrophy to atrophy implied the exhaustion of SC pool in *Tg-FoxM1* mice. We observed a decrease in the SC abundance in *Tg-FoxM1* mice compared with *WT* mice at 2 months of age (Fig. 5e, f). The difference was more striking at 8 months of age and at 30 DPI (Supplementary Fig. 3j–l). The numbers of Pax7^+^ SCs in single fibers in *Tg-FoxM1* mice were also significantly reduced compared to *WT* mice at 8 months of age (Fig. 5g, h). These data suggested that FoxM1 overexpression resulted in SC exhaustion, which helped explain the eventual muscle atrophy and the impaired muscle regeneration in *Tg-FoxM1* mice.

### FoxM1 promotes cell cycling of SCs by transcriptionally regulating Ccnb1

FoxM1 overexpression promoted the entry of quiescent SCs into the cell cycle (Fig. 5i, j and Supplementary Fig. 3m, n). Flow cytometric analysis revealed that FoxM1 overexpression had no obvious effect on apoptosis of SCs (Fig. 5k). FoxM1 reportedly regulates a subset of G1–G2 and G2–M transition genes. Ccnb1 showed downregulated expression in FoxM1-deficient SCs compared with control SCs (Supplementary Fig. 4a). FoxM1 overexpression significantly upregulated the expression of Ccnb1 in SCs (Supplementary Fig. 4a). The expression of Ccnb1 was strikingly induced by muscle injury (Supplementary Fig. 4b). Moreover, the protein level of Ccnb1 in SCs showed a converse change in *FoxM1-cKO* and *Tg-FoxM1* compared to control mice in vivo (Supplementary Fig. 4c, d) and in vitro (Supplementary Fig. 4e). ChIP and luciferase reporter assays demonstrated that FoxM1 transcriptionally regulated Ccnb1 expression (Supplementary Fig. 4f–h).

Ccnb1 complexed with Cdk1 is one of the key mitotic kinases, and Cdk1/Ccnb1 governs the entry into mitosis from the G2 phase of the cell cycle^35,36^. We cultured SCs of FoxM1-cKO mice in vitro and enforced Ccnb1 expression in these SCs. Enforced expression of Ccnb1 partially rescued BrdU incorporation in FoxM1-deficient SCs (Supplementary Fig. 4i, j). SCs cultured in vitro were treated with RO-3306, an inhibitor of Cdk1/Ccnb1^37^. RO-3306 treatment in vitro abolished the increased BrdU incorporation of FoxM1-overexpressing SCs (Supplementary Fig. 4i, k). Although the injection of RO-3306 in vivo affected all muscle cells, RO-3306 treatment efficiently restored the frequency of quiescent SCs in *Tg-FoxM1* mice and rescued the decreased SC pool (Supplementary Fig. 5a–d). Treatment with RO-3306 had no obvious effect on the numbers of Pax7^+^ SCs but considerably recovered the decreased SC pool in *Tg-FoxM1* mice (Supplementary Fig. 5e). The treatment of RO-3306 also abolished muscle hypertrophy in 2-month-old *Tg-FoxM1* mice (Supplementary Fig. 5f, g). Since Cdk1 mediates the phosphorylation of FoxM1, it is possible that the inhibition of Cdk1/Ccnb1 eventually affected the phosphorylation of FoxM1 and its transcriptional activity. Together, these data demonstrated that FoxM1 promoted cell cycling of SCs partially by transcriptionally regulating Ccnb1.

### Cdh1 prevents accumulation of FoxM1 protein by ubiquitylation

The APC/C is a multisubunit E3 ubiquitin ligase complex that regulates cyclic degradation of cell cycle regulator via Cdh1 or Cdc20 adaptor proteins^38^. We knocked down the expression of Cdh1 or Cdc20 by two independent short hairpin RNAs (shRNAs) in C2C12 cells. Reduction of Cdh1, but not Cdc20, resulted in increased FoxM1 protein in proliferative C2C12 cells (Fig. 6a). Knockdown or knockout of FoxM1 had no obvious effect on the expression of Cdh1 and Cdc20 in C2C12 or SCs (Supplementary Fig. 6a, b). Furthermore, co-immunoprecipitation assay revealed the direct interaction between FoxM1 and Cdh1, but not Cdc20, in SCs (Fig. 6b and Supplementary Fig. 6c). APC/C^Cdh1^ induces the degradation of its substrates through ubiquitin-dependent proteolysis^39^. As expected, knockdown of Cdh1 reduced poly-ubiquitylation of FoxM1 in C2C12 cells (Fig. 6c, d). These data suggested that APC/C^Cdh1^ promoted FoxM1 degradation through the ubiquitin–proteasome pathway in C2C12 cells in vitro.

**Fig. 6:**
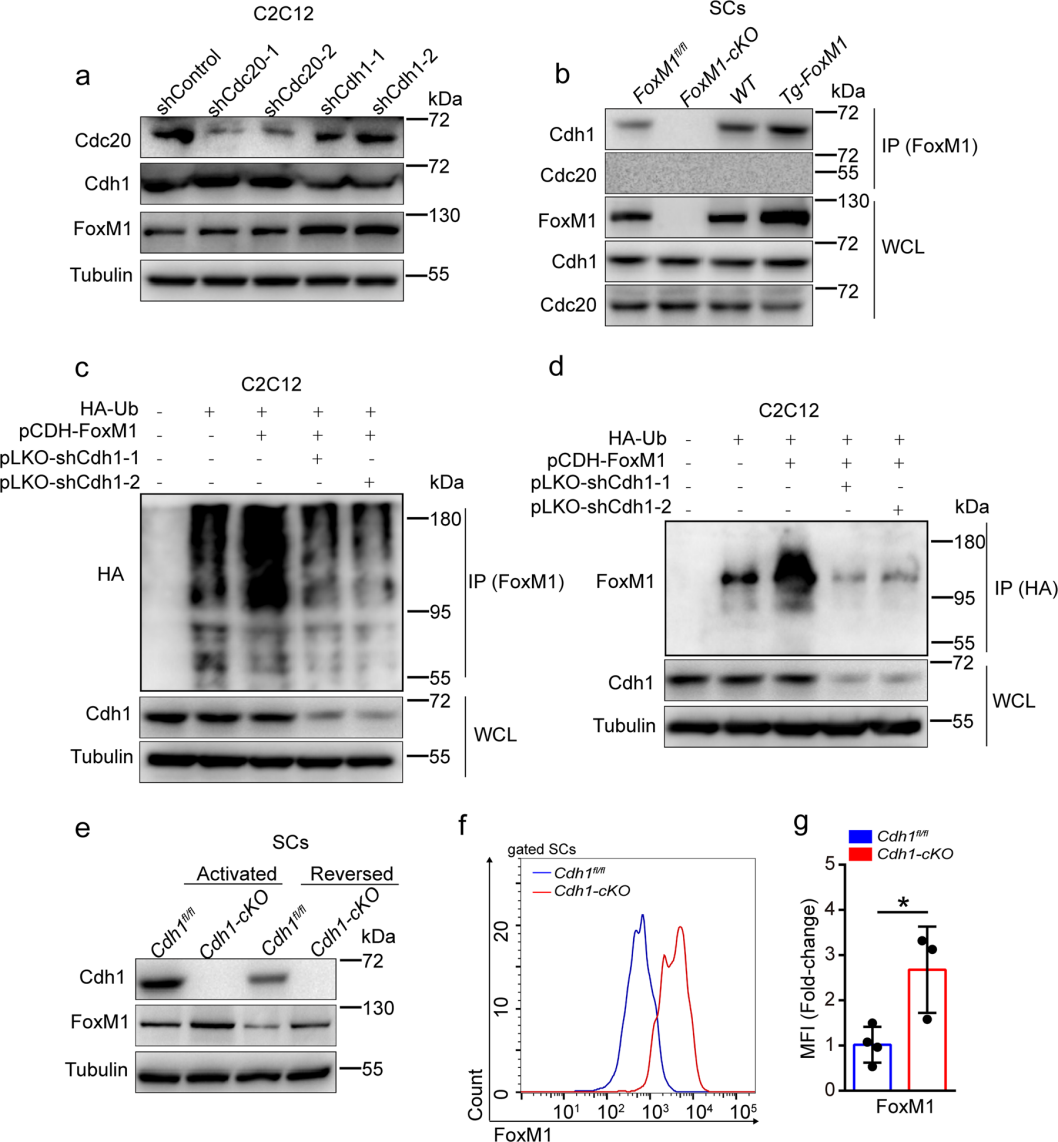
Cdh1 prevents accumulation of FoxM1 protein by ubiquitylation. **a** Cdc20 and Cdh1 were knocked down in proliferative C2C12 using independent shRNAs (pLKO construct). Levels of Cdc20, Cdh1, FoxM1, and Tubulin (loading control) were determined by western blot analysis (*n* = 3). **b** SCs were isolated from FoxM1 deletion or overexpression mice and were cultured in vitro. Cdh1 proteins were immunoprecipitated from the cell lysates and analyzed by western blot (*n* = 3). WCL whole-cell lysates. **c**, **d** HA-ubiquitin (HA-Ub, ubiquitin expression construct with HA tag) plasmid was transfected with the indicated plasmids (FoxM1 overexpression plasmid, pCDH-FoxM1; Cdh1 knockdown plasmid, pLKO-shCdh1-1, pLKO-shCdh1-2) in proliferative C2C12 cells; 8 h after 10 μM MG132 treatment, HA-Ubiquitin (**c**) or FoxM1 (**d**) proteins were immunoprecipitated from cell lysates and analyzed by western blot (*n* = 4). WCL whole-cell lysates. **e** SCs were isolated from *Cdh1*^*fl/fl*^ and *Cdh1*^*fl/fl*^*Pax7-Cre* (called *Cdh1-cKO* here) and were cultured in growth medium (activated state) or serum-free medium (reversed state) in vitro. Whole-cell lysates were subjected to western blot analysis using the indicated antibodies (*n* = 3). **f** The mononuclear cells were isolated from skeletal muscles of mice (2 months of age) and were stained with SC markers and FoxM1 fluorescent antibody. The intensity of FoxM1 was analyzed by flow cytometry. **g** The MFI analysis of FoxM1 in SCs (*n* = 3–4). Error bars represent the means ± SD. *p < 0.05; Student’s *t* test.

We generated the conditional knockout mouse *Cdh1*^*fl/fl*^*Pax7-Cre* (designated as *Cdh1-cKO*) and its control (*Cdh1*^*fl/fl*^) (Supplementary Fig. 6e, f). The FoxM1 protein level in *Cdh1-cKO* SCs was increased compared to *Cdh1*^*fl/fl*^ SCs in vitro (Fig. 6e). The mRNA and protein levels of Cdh1 showed peaks at 7 DPI (Supplementary Fig. 6d). The protein level of FoxM1 in SCs was strikingly elevated in *Cdh1-cKO* mice (Fig. 6f, g). Together, these data suggested that Cdh1 prevented accumulation of FoxM1 protein by ubiquitylation.

### Loss of Cdh1 results in the loss of SC pool

Knockout of Cdh1 evidently decreased the percentage of quiescent SCs (Fig. 7a, b) and depleted the SC pool at 2 months of age (Fig. 7d, e). Moreover, we detected muscle hypertrophy in *Cdh1-cKO* mice compared to *Cdh1*^*fl/fl*^ mice at the same age (Fig. 7c). We generated *Cdh1*^*fl/fl*^, *FoxM1*^*fl/+*^, and *Pax7-Cre* mice to test whether haploinsufficiency of FoxM1 could rescue the exhaustion of SCs in *Cdh1-cKO* mice. Deletion of Cdh1 resulted in a remarkable reduction of SCs at 30 DPI, while haploinsufficiency of FoxM1 partially restored the quantity of SCs (Fig. 7f). Consistently, serial injuries resulted in a severe regeneration defect in *Cdh1-cKO* mice, but haploinsufficiency of FoxM1 improved the muscle regeneration of Cdh1-deficient mice (Fig. 7g, h). Together, these data suggested that Cdh1 prevented FoxM1 accumulation to maintain muscle homeostasis.

**Fig. 7:**
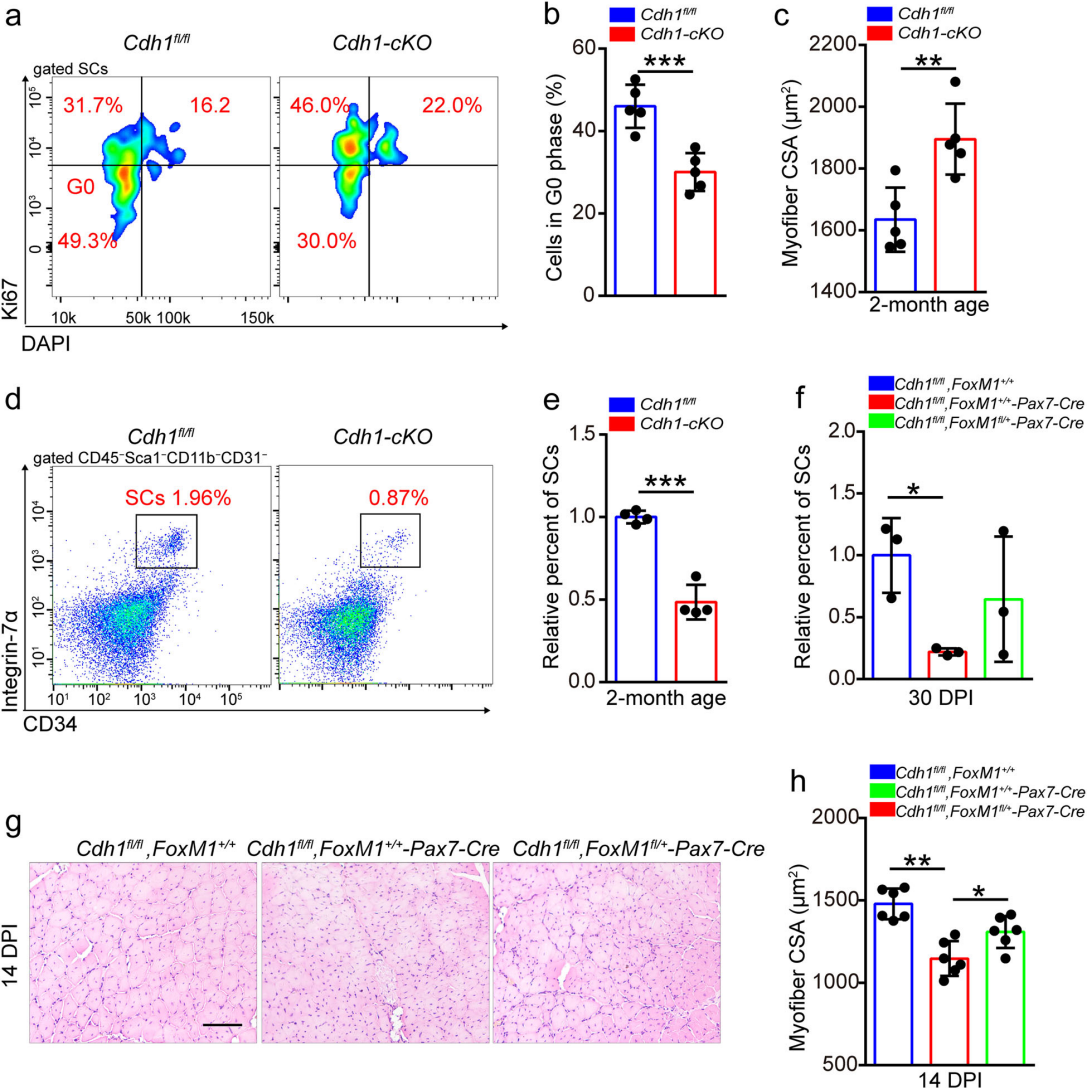
Loss of Cdh1 results in the loss of SC pool. **a** The mononuclear cells were isolated from the skeletal muscles of mice (2 months of age) and were stained with cell surface markers, DAPI and Ki67. The quiescent percentage of SCs was analyzed by flow cytometry. **b** Quantification of the percentage of G0 phase in SCs of mice (2 months of age) (*n* = 5). **c** Average CSA of TA in *Cdh1*^*fl/fl*^ and *Cdh1-cKO* mice (2 months of age) (*n* = 5). **d** The mononuclear cells were isolated from skeletal muscles of mice (2 months of age), and were stained with SC markers. The population of SCs was analyzed by flow cytometry. **e** Quantification of the relative percentage of SCs per total mononuclear cells isolated from the skeletal muscles of mice at 2 months of age (*n* = 4). **f** Quantification of the relative percentage of SCs per total mononuclear cells isolated from the skeletal muscles of mice (2 months of age) at 30 DPI (*n* = 3). **g** Mice were induced with serial muscle injuries by BaCl_2_ injection. HE staining of the TA muscle cross-sections of mice (2 months of age) at 14 DPI of the second injury. Scale bar, 100 μm. **h** Average CSA of TA muscles of mice (2 months of age) at 14 DPI of the second injury (*n* = 6). Error bars represent the means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001; Student’s *t* test or one-way ANOVA.

## Discussion

FoxM1 is a well-established regulatory transcriptional factor for cell cycle progression^40,41^. Recently, increasing evidence has suggested the pleiotropic role of FoxM1 in stem cells^19,20^. In this study, we identified previously unrecognized roles of FoxM1 in muscle homeostasis and SC maintenance. We found that FoxM1 promoted cell cycling of SCs partially by transcriptionally regulating Ccnb1. FoxM1 also preserved regenerative potential of SCs by transcriptionally regulating Apc to inhibit wnt/β-catenin signaling. The degradation of FoxM1protein is regulated by APC/C^Cdh1^ via ubiquitylation.

FoxM1 acts as a cell cycle regulator and induces cell proliferation^42–44^. In this study, we found that loss of FoxM1 in SCs resulted in decreased SC pool with age, and the percentage of quiescent SCs considerably reduced. However, overexpression of FoxM1 evidently promoted cell cycle entry of SCs and enhanced proliferative capacity of SCs. It is possible that the quiescence exit and the increased proliferation of SCs in *Tg-FoxM1* mice in combination results in SC exhaustion with age or under stress. Muscle development relies on proliferation and differentiation potential of SCs. We found that loss of FoxM1 had no obvious effect on SC differentiation. Thus the eventual muscle atrophy observed in *FoxM1-cKO* and *Tg-FoxM1* mice could be attributed to the altered cell cycle of SCs and the reduced SC pool.

FoxM1 has been reported to regulate a subset of G1–G2 and G2–M transition genes in stage- and context-dependent manners^42–44^. Ccnb1 is a transcriptional target of FoxM1 in human hepatocellular carcinoma cells^45^ and human hTERT RPE-1 cells^46^. Ccnb1 binds to its partner Cdk1, and Cdk1/Ccnb1 is crucial for G2–M transition of the cell cycle^47^. Cdk1 can directly phosphorylate FoxM1 to increase its transcriptional activity^46,48^. Presently, FoxM1 directly regulated Ccnb1 expression by binding to its proximal promoter region. Inhibition of Cdk1/Ccnb1 partially rescued the loss of quiescent SCs in FoxM1-overexpressing mice. Thus we consolidated the reported mechanisms of FoxM1 transcriptionally regulating Ccnb1. We also found that ribosome-related genes were downregulated in FoxM1-deficient SCs, which helped explain the phenomenon that the enforced expression of Ccnb1 could not completely recover proliferation capacity of FoxM1-deficient SCs. 

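Ribosomal genes that passed the test went in both directions, most of them upward. Rps21, of the small subunit, rose in uninjured FoxM1-cKO SCs from 3.46, 0 and 0 FPKM to 18074, 8826 and 61.1 FPKM (log2 fold change 10.35, SE 1.86, adjusted p = 0.0166 from limma). Rpl9, of the large subunit, went the other way, from 109, 64.9 and 464 FPKM to 0 in each FoxM1-cKO library (adjusted p = 0.0054). Nolc1, a nucleolar chaperone and the 1 lower gene of 31 tested for ribosome biogenesis, went from 73.3, 107 and 6.30 FPKM to 0 (adjusted p = 0.0395). The other 30 did not pass, with the same counts when adjusted over the list alone (camera adjusted p = 0.522).

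In injured mice Rpl36 rose from 81.1, 73.3 and 76.4 FPKM to 5885, 2197 and 8133 FPKM (log2 fold change 5.92, SE 1.38, adjusted p = 0.0186) and the other 81 ribosomal protein genes did not pass. Adjusted over the list alone, limma called none of the 82 (camera adjusted p = 0.856). Utp18, of ribosome biogenesis, was listed at 0 in injured FoxM1fl/fl libraries and at 8.33, 5.91 and 1.97 FPKM in FoxM1-cKO libraries (adjusted p = 0.0063). Of 31 genes of mitochondrial ribosomal proteins, 8 were higher, 0 were lower and 23 did not pass (9 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.195). Among them, Mrps17 rose from 0.154, 0.154 and 0 FPKM to 72.4, 33.5 and 26.6 FPKM (log2 fold change 5.23, SE 0.83, adjusted p = 0.0041). Mrps21 and Mrpl10 were listed at 0 in each injured FoxM1fl/fl library. They stood at 628, 3712 and 36.8 FPKM (adjusted p = 0.0032) and at 96.0, 53.3 and 154 FPKM (adjusted p = 0.0048) in FoxM1-cKO libraries.

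Without FoxM1fl/fl uninjured 1 or FoxM1-cKO uninjured 2, the calls of Rps21 (adjusted p = 0.0525 and 0.0914) and Nolc1 (0.211 and 0.156) ended. That of Nolc1 also ended without FoxM1fl/fl injured 1, FoxM1-cKO injured 1 or FoxM1-cKO injured 2 (0.0518 to 0.0945), without FoxM1fl/fl uninjured 2 (0.0679) and without FoxM1fl/fl injured 2 (0.0549). The calls of Rpl36 (0.0832) and Utp18 (0.0580) ended without FoxM1fl/fl injured 1. In uninjured mice the same FoxM1-cKO libraries held 14.2% to 26.3% of their FPKM in myofibre genes, against 1.82% to 6.46% in FoxM1fl/fl libraries.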

Our data suggest that FoxM1 maintains the SC pool partially by transcriptionally regulating Ccnb1. Whether FoxM1 promotes the proliferation of SCs by ribosome biogenesis requires further studies.

Besides the effect of FoxM1 on SC cell cycling, we found that loss of FoxM1 severely impaired the regeneration potential of SCs. *FoxM1-cKO* mice showed largely unrepaired muscle regions compared to *FoxM1*^*fl/fl*^ mice, which could not be simply attributed to the altered cell cycle of SCs. Through RNA-Sequencing, we found that knockdown of FoxM1 resulted in downregulation of genes related to the wnt pathway, including Apc, Axin1, and Gsk3β. Importantly, muscle regeneration required inhibited wnt/β-catenin signaling and Apc interaction with Axin, Cki, and Gsk3β to form a cytoplasmic destruction complex to phosphorylate β-catenin, leading to destruction of β-catenin via the ubiquitylation pathway^27^. The loss of Apc in SCs does not affect skeletal muscle tissue integrity but results in severe muscle regeneration defects^33^. β-Catenin constitutively active mice are not affected with respect to the number of SCs in the homeostatic condition. However, these mice display muscle regeneration defects with aberrant myofiber morphology and atrophy, which is mainly attributed to hyperactive Tgf-β signaling^28^. The phenotype of muscle regeneration in *FoxM1-cKO* mice was similar to that in Apc-deficient and β-catenin constitutively active mice. Furthermore, the protein level of β-catenin in FoxM1-deficient SCs was considerably increased following injury, raising a possibility that FoxM1 can inhibit wnt/β-catenin signaling to preserve regenerative potential of SCs.

The crosstalk of FoxM1 and wnt/Apc/β-catenin signaling is complicated. It has been reported that Gsk3 phosphorylates FoxM1 on serine 474, which induces FoxM1 ubiquitylation and subsequent degradation in LN229 and U87 cells^25^. Wnt3a increases the level and nuclear translocation of FoxM1, which binds directly to β-catenin and enhances β-catenin nuclear localization in 293T cells^26^. Presently, FoxM1 transcriptionally regulated the expression of Apc to restrict the activation of β-catenin signaling in SCs under stress. We speculate that the differing observations of our study may be attributed to the differences in cell types. Inhibition of wnt/β-catenin signaling by ICG-001 efficiently rescued the aberrant myofiber morphology and atrophy in *FoxM1-cKO* mice after injury. These findings expand our insights into the interwoven intercommunication between FoxM1 and wnt/Apc/β-catenin signaling and reveal the protective function of FoxM1 in muscle regeneration. This may be an adaptive strategy for SCs upon injury. Whether the FoxM1–Apc–β-catenin axis exists in other stem cells is unclear and warrants further investigation.

FoxM1 was required for SC proliferation and muscle regeneration, but excessive FoxM1 resulted in SC exhaustion. The expression of FoxM1 in SCs during muscle regeneration also showed a process of upregulation to downregulation. The protein level of FoxM1 was evidently increased in activated C2C12 compared to quiescent cells^21^ and notably decreased when returning to quiescent state (for C2C12 and SCs). Thus a regulatory network may precisely control the expression of FoxM1 at the transcriptional and epigenetic level. Proteolysis by the ubiquitin–proteasome system is a major mechanism involved in myofibrillar protein degradation. FoxM1 interacts with the complex of E3 ligase APC/C and its adaptor, Cdh1. Cdh1 stimulated degradation of FoxM1 protein in HeLa^49^, U2OS^17^, and MCF-7 cells^50^. Moreover, Fbxl2 (a component of Skp-Cullin-F box ubiquitin E3 ligase)^51^ and VprBP (a component of cullin 4-based E3 ubiquitin ligase)^52^ have been reported to regulate the degradation of FoxM1 in different cells. Here we discovered that FoxM1 directly interacted with Cdh1, rather than the adaptor Cdc20. Knockdown or knockout of Cdh1 resulted in the accumulation of FoxM1 protein in SCs. Cdh1 was required for FoxM1 ubiquitylation and subsequent degradation. The findings expand our knowledge of the relationship between Cdh1 and FoxM1 in stem cells and demonstrate that APC/C^Cdh1^ mediates ubiquitylation and degradation of FoxM1 protein in SCs.

Cdh1 has been implicated in regulating cell cycle entry. Presently, deletion of Cdh1 resulted in decreased quiescent SCs and SC exhaustion. This phenotype is similar to that of FoxM1-deficient SCs. The haploinsufficiency of FoxM1 partially recovered the maintenance of SCs after injury and rescued the muscle regeneration of Cdh1-cKO mice, implying that FoxM1 was one of the key downstream targets of Cdh1 in vivo. The accumulation of ubiquitinated protein increased at 3 DPI, indicating that muscle regeneration is associated with the activation of machinery involved in protein degradation^12^. We observed that knockout of Cdh1 in SCs resulted in impaired muscle regeneration, indicating the important function of ubiquitin–proteasome system in muscle regeneration. Whether Cdh1 regulates SCs maintenance and muscle development with age requires further investigation.

In summary, the data presented here demonstrate that FoxM1 was critical for muscle development and regeneration. FoxM1 regulated cell cycle entry of SCs to meet the needs of myogenesis and muscle development, partially via Ccnb1. Upon injury, FoxM1 transcriptionally regulated Apc expression to repress wnt/β-catenin signaling. The ubiquitylation and degradation of FoxM1 protein in SCs was promoted by APC/C^Cdh1^. These findings uncover an Cdh1–FoxM1–Apc axis that regulates muscle development and regeneration. Whether this axis is associated with muscle diseases and whether it could be potential intervention targets warrants further investigations.

## Methods

### Mice and drug treatment

The mice used had a C57BL/6J background. The *FoxM1*^*fl/+*^ mice carry a *FoxM1* locus in which exons 4–7 were flanked by 2 *loxp* sites, while *Cdh1*^*fl/+*^ mice carry a *Cdh1* locus in which exons 2–14 were flanked by 2 *loxp* sites (Cyagen, China). The *FoxM1*^*fl/fl*^ mice and *Cdh1*^*fl/fl*^ was crossed with *Pax7-Cre* mice to generate *FoxM1*^*fl/fl*^*-Pax7-Cre* SC-specific knockout mice (*FoxM1-cKO*) and *Cdh1*^*fl/fl*^*-Pax7-Cre* SC-specific knockout mice (*Cdh1-cKO*). For SC-specific overexpression of *FoxM1*, we generated a bacterial artificial chromosome (BAC) transgenic mouse lines, in which a “*FoxM1* cds—rBGpA” cassette was inserted into the BAC RP23-267J16 following the start codon (ATG) in exon 1 of *Pax7* gene (*Tg-FoxM1*). All compound genetically engineered mice were a result of breeding of the above mice followed by appropriate PCR-based genotyping with specific primers (Table S1). For drug treatments, ICG-001 (20 mg/kg, 3 injections/week, Selleck) and RO-3306 (4 mg/kg, 4 injections/week, Selleck) were intraperitoneally injected into mice for 2 and 5 weeks, respectively. All the mice experiments were approved by the Animal Committee of the Institute of Zoology, Third Military Medical University.

### Histology and morphometric analysis

TA muscles harvested and were fixed for 12 h using 4% paraformaldehyde and subsequently transferred to 20% sucrose overnight for dehydration. For the assessment of muscle morphology, 10-μm-thick transverse sections of TA muscle were subjected to hematoxylin and eosin staining. For quantitative analysis, the CSA was performed using the AxioVision software (Zeiss).

### Skeletal muscle injury

To induce injury, 50 μl 1.2% BaCl_2_ in phosphate-buffered saline (PBS) or PBS alone was injected into and along the length of TA and gastrocnemius muscles. The hindlimb muscles or TA muscles were harvested 2–30 days after injury depending on the experiments.

### Treadmill test

Mice were acclimated to moderate treadmill running (10 m/min for 5 min daily) on a treadmill (ZH-PT, Zheng Hua) for 3 consecutive days before the test. Then mice ran on the treadmill at 10 m/min for 5 min, and the speed was increased from 10 to 16 m/min and then maintained constant until exhaustion. Running time and running distance were measured.

### Isolation of single myofibers

Single myofibers were isolated from EDL muscles and digested in Dulbecco’s modified Eagle’s medium (DMEM; catalog number: SH30022.01, Hyclone, GE, USA) with 0.2% collagenase (Sigma-Aldrich, USA) at 37 °C for 90 min. Fibers were liberated by trituration in DMEM medium with Pasteur pipettes.

### SC isolation and culture

To culture SCs in vitro, we obtained SCs using single myofiber cultures. Briefly, single fibers were placed in Matrigel-coated dishes (BD Bioscience, USA) in fiber medium consisting of DMEM (Hyclone) with 20% fetal bovine serum (Hyclone), 1% penicillin/streptomycin (Hyclone), and 1% Chick embryo extract (US biological, USA) at 37 °C with 5% CO_2_. SCs migrated off the myofibers in 3–4 days. The correct enrichment of SCs were validated by fluorescence staining of Pax7. To analyze the growth of SCs, isolated SCs were cultured in fiber medium. For inducing the reversed state of SCs, cells were cultured in serum-free DMEM for 72 h. For differentiation, SCs were cultured in DMEM containing 2% horse serum (Gibco, Thermo Fisher, USA) on Matrigel. For the inhibition of Cdk1/Ccnb1, SCs were treated with 0.5 μM RO-3306 (Selleck) for 24 h before analysis.

### Flow cytometry

SC isolation and purification was performed according to the established methods. Briefly, TA muscle of mice was subjected to 0.2% collagenase (Sigma) for 90 min and then 0.2% dispase (Sigma) for 30 min. The cell suspension was filtered through a 70-μm nylon filter (Falcon), and mononuclear cells were collected and subjected to fluorescence-activated cell sorter (FACS; BD FACSAriaII) using immunostaining with the following: biotin anti-mouse CD45 (Biolegend, 103104), biotin anti-mouse/human CD11b (Biolegend, 101204), biotin anti-mouse CD31 (Biolegend, 102404), biotin anti-mouse Sca1 (Biolegend, 108103), streptavidin-APC/Cy7 (Biolegend, 405208), CD34-Alexa Fluor 647 (Biolegend, 152205), and Integrin α7-FITC (eBioscience, 11-5867-42). For the intracellular staining, the SCs were first stained with the surface marker and then subjected to Fixation/Permeabilization Kit (BD) according to the manufacturer’s instruction. Then the cells were stained with anti-Ki67-PE (Biolegend, 652404) or anti-Cyclin B1-PE (Biolegend, 647903) or stained with anti-Apc (Beyotime, AF2113) or anti-Cdh1 (Proteintech, 16368-1-AP) and incubated with anti-rabbit-FITC (Biolegend, A120-101F).

For BrdU incorporation analysis, SCs cultured in vitro were incubated with 10 μM BrdU (Sigma) for 30 min, washed with PBS, fixed with 70% absolute ethyl alcohol for 6 h, permeabilized with 0.1% Triton X-100 for 10 min, incubated with 2 M HCl for 30 min, and blocked with 2% horse serum for 1 h. Then cells were stained with anti-BrdU-FITC (Biolegend, 364104) for 30 min and analyzed by flow cytometry.

### Immuofluorescence

Myofibers or SCs were fixed with 4% paraformaldehyde for 30 min at room temperature, washed, and then incubated in 0.1% Trixon X-100 for 10 min. Then samples were blocked with 2% horse serum for 1 h and incubated with primary antibodies at 4 °C overnight. The following antibodies were used: Pax7 (Invitrogen, PA1-117, 1:100), MyHC (R&D, MAB4470, 1:50), and β-catenin (Proteintech, 51067-2-AP, 1:200). After the primary antibody incubation, myofibers or SCs were incubated with secondary antibodies conjugated with Alexa Fluor 488 or 647 (Beyotime, 1:500). Finally, the nuclei were staining by 4,6-diamidino-2-phenylindole (5 μg/ml, Sigma) for 10 min, and the fluorescent pictures were captured by confocal microscopy (Olympus).

### Cell proliferation assay

To assess the altered cell phenotypes, we seeded the SCs in 96-well plates with 2000 cells per well in triplicate. At 24, 48, and 72 h post culture, cell proliferation was assessed using the Cell Counting Kit-8 Kit (Beyotime) according to the manufacturer’s instruction.

### Library preparation and RNA-Sequencing

About 800 SCs from mice (homeostatic condition or 48 h-post injury) were isolated by FACS, and the mRNA library was constructed using the QIAseq FX Single Cell RNA Library Kit (QIAGEN) according to the manufacturer’s instruction. Libraries were sequenced by the Illumina HiSeq 2000 platform as 150-bp pair-ended reads. Reads were aligned using bowtie v0.12.9. FPKM estimation was performed with Cufflinks v2.1.1, aligned reads were counted with HTSeq, and differential expression analysis was performed with DESeq2. Differentially expressed genes were selected using a cut-off at a *p* value of <0.05 (false discovery rate adjusted for multiple testing).

### RNA extraction and qPCR

Total cellular RNA was isolated from 3000 SCs immediately after FACS sorting using the Total RNA Isolation Kit (Thermo Fisher) according to the manufacturer’s instructions. cDNA was reverse transcribed using the PrimeScript RT Reagent Kit (Takara) and subjected to real-time PCR with SYBR Green Supermix (Bio-Rad) in an iCycler iQ Real Time PCR Detection System (Bio-rad). All primers are listed in Table S1. All samples were run in triplicate. β-Actin (Actinb) was used as an internal control for mRNA.

### Lentiviral constructs and packaging

To generate the vectors for the expression of FoxM1, CDC20, and CDH1-specific shRNA, we designed the sequence of shRNAs and cloned shRNAs into the vector pLKO.1-puro (primer sequences, Table S1). For generation of the vectors of expression of FoxM1, we amplified transcriptional regions by reverse transcription–PCR and cloned the regions into pCDH-puro (primer sequences, Table S1). The HA-Ubiquitin plasmid was a gift from Dr. Zhigang Li. For plasmid transfection, C2C12 or 293T cells were transfected with the indicated plasmids using polyetherimide (Sigma-Aldrich, USA). For lentivirus production, 293T cells were transfected with the helper plasmid pSPAX2 and pMD2.G. The medium was replaced with fresh medium at 10 h after transfection. The culture supernatants were collected at 48 h after transfection and filtered by 0.22-μm membrane. Virus was stored at −80 °C until use. For lentiviral infection of cells, lentiviral stock was added to C2C12 or SCs with polybrene (8 μg/ml, Sigma-Aldrich, USA). After incubation overnight, supernatants was removed, and cells were washed with PBS and then resuspended in fresh medium with or without puromycin (3 μg/ml, Sigma-Aldrich) to screen stable cell lines.

### Immunoprecipitation and western blot

Cells were prepared using RIPA buffer (Beyotime) containing protease inhibitor mixture (Beyotime). Immnoprecipitates or total cell lysates were analyzed by western blot according to standard procedures. The antibodies used in this study were against: Cdc20 (Proteintech, 10252-1-AP, 1:1000), Cdh1 (Santa, sc-56312 1:1000), FoxM1 (Proteintech, 13147-1-AP, 1:1000), Cyclin B1 (CST, 4138T, 1:1000), Cyclin B2 (Beyotime, AF2509, 1:1000), Apc (Beyotime, AF2113, 1:1000), β-catenin (Proteintech, 51067-2-AP, 1:1000), HA (Proteintech, 66006-2-Ig, 1:10,000), and Tubulin (Beyotime, AF0001, 1:1000).

### ChIP assay

SCs were harvested and used for ChIP assays according to the manufacturer’s instruction of the EZ-ChIP Chromatin Immunoprecipitation Kit (Millipore). In brief, the cells were fixed with 1% formaldehyde for 10 min, and the fixation reaction was quenched with glycine to a final concentration of 125 mM. The cells were lysed and sonicated until the desired lengths were achieved (100–500 bp). Then 5 μg of anti-FoxM1 (Proteintech) or control IgG were used for immunoprecipitation. After elution of DNA from the precipitated immunocomplexes, PCR or qPCR were performed with the specific primers (Table S1).

### Luciferase reporter assay

The corresponding genomic regions that included the putative binding sites was amplified by PCR from WT C57BL/6 mouse genomic DNA (primer sequences, Table S1), then were subsequently cloned into a pGL3-basic luciferase reporter vector. The vectors with mutant-binding sites were generated by site-directed mutagenesis with 3 bases’ mutation (primer sequences, Table S1). The vectors were transfected into 293T cells through the use of the polyetherimide, together with either pCDH or pCDH-FoxM1, as well as phRL-SV40 vector as an internal control. Cells were collected at 36 h after transfection, and both luciferase activities were assessed with the Dual Luciferase Reporter Gene Assay Kit according to the manufacturer’s instructions (Beyotime Biotechnology, China).

### Statistical analysis

All experiments included at least three biological replicates. Comparisons between two groups were analyzed using two-tailed Student’s *t* test. Differences among more than two groups were analyzed using one-way analysis of variance followed by Tukey–Kramer post hoc tests. Values of *p* < 0.05 were considered statistically significant. All data are means ± SD.

### Accession numbers

All sequencing data are deposited in the NCBI GEO database under the accession number: 135486.

## Supplementary information

Supplementary Table 1. The sequence of primers.

Supplementary Figure 1. Loss of FoxM1 has no obvious effect on muscle mass of mice at 2 months of age

Supplementary Figure 2. The effect of FoxM1 on proliferation and differentiation of SCs

Supplementary Figure 3. FoxM1 overexpression results in SC exhaustion and muscle atrophy with age

Supplementary Figure 4. FoxM1 promotes cell cycling of SCs by transcriptionally regulating Ccnb1

Supplementary Figure 5. Inhibition of Cdk1/Ccnb1 partially rescues the decreased SC pool in Pax7-FoxM1 mice

Supplementary Figure 6. Cdh1 is upregulated in activated SCs

# Supplementary material for: A Cdh1–FoxM1–Apc axis controls muscle development and regeneration
**Source:** Cell Death Dis. 2020 Mar 9;11(3):180. doi: 10.1038/s41419-020-2375-6
**Supplement:** Supplementary file 1 — Supplementary Table 1. The sequence of primers.

**Supplementary Table 1.** The sequence of primers.

How the deposited data were processed for this re-analysis (not part of the article)

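RNA was measured in SCs sorted from the muscle of 2-month-old FoxM1fl/fl and FoxM1-cKO mice, uninjured or at 48 h post-injury, in 12 libraries of about 800 cells, 3 in each of 4 groups. The authors aligned the reads to mm10 with Bowtie 0.12.9, estimated expression with Cufflinks 2.1.1, counted reads with HTSeq and tested the counts with DESeq2. The values used here are the authors' deposited FPKM, 1 table of 13775 genes by 12 libraries. No reads were aligned or counted for this work. Libraries were assigned to groups by the column labels of the table. Gene symbols, types and positions came from GENCODE M21 for 13767 genes. Pax7 and Myf5 were not analysed here.

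FPKM were put on the scale log2(FPKM + 1), and the 4956 genes with at least 1 FPKM in at least 3 of the 12 libraries were kept. limma 3.58.1 in R 4.3.3 fitted 4 group means to all 12 libraries, with moderated variances that follow a trend with the mean. The comparisons were FoxM1-cKO against FoxM1fl/fl in uninjured mice, the same in injured mice, the difference between these, and injured against uninjured FoxM1fl/fl SCs. p-values were adjusted over all tested genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Of 38 gene lists, the 32 with at least 5 tested members were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, with p-values adjusted over the lists. Members of a list were also counted with p-values adjusted over that list alone. Overlaps and annotated pathways were tested with Fisher's exact test. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

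The tests, the gene lists, most of the alternatives and the rule for naming genes were set before the data were examined. The rule names every gene that the paper names for SCs, the 10 highest and 10 lowest fold changes among called genes with a mean of at least 5 FPKM in the higher group and no overlap between the groups, and up to 4 members with the smallest p and that level from each list described. Genes known only by a predicted or clone name were left out of the second part. The values of Brk1 and Pola2 in injured mice fall outside the rule. Axin1, Fzr1, Ccnb2, Ccnd3, Ccng2, Myod1 and Mki67 did not pass the filter and were not tested. Myog was tested, but its values are not given here.

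The alternatives were pseudocounts of 0.1 and 5, no filter, a stricter filter, median-ratio scaling over 154 genes, quantile normalization, a fit of the 2 compared groups alone, array weights, no trend, the replicate number as a block, protein-coding genes alone, an estimated correlation for the lists, and each library left out in turn. Chosen after seeing the data were the fit without the 3 libraries that follow a weighted sum, the reads thinned to the depth of the shallowest library, the tests of whole reads and of sums, the share of separated genes with ties counted, and the tests of annotated pathways. Reads were recovered by finding, for each library, the depth at which the FPKM of a gene are whole multiples of a single read at 1 gene length. This was tested on simulated data and on genes with every value altered by up to about 20%, of which 99.5% were found. A gene with a single altered value was not tried. A call rests on few reads in the uninjured libraries. The shallowest, FoxM1-cKO uninjured 1, had a depth of 170696 reads by the size of the steps, and the reads recovered for the listed genes summed to 94321. The fit was tested on simulated data with added changes. It called none of the changes of log2 size 1, 1.5% of those of size 2, and 34.8% (uninjured) or 40.9% (injured) of those of size 4, with 0 false calls. The simulated libraries were independent, with the same spread in each group and no ties at 0. The real libraries are not like this, so the 0 false calls need not hold for them. The group labels were also split in the other possible ways, 10 for 3 against 3 libraries and 100 drawn for both conditions together.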

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

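The tests of the sums and of whole reads were chosen only after the results were seen, and the splits of the libraries before. The effect of the knockout differed between injured and uninjured mice for 54 genes by the limma test of the difference itself (30 higher, 24 lower; 1076 at an unadjusted p under 0.05). The number was 0 without FoxM1fl/fl uninjured 1, FoxM1-cKO uninjured 2 or FoxM1fl/fl injured 1. It was 116 (96 higher, 20 lower) and 387 (310 higher, 77 lower) without FoxM1fl/fl uninjured 2 and 3, and 144 (36 higher, 108 lower) without FoxM1-cKO uninjured 1. It was 136 (36 higher, 100 lower) and 438 (135 higher, 303 lower) without FoxM1fl/fl injured 2 and 3, and 264 (194 higher, 70 lower), 212 (157 higher, 55 lower) and 293 (231 higher, 62 lower) without FoxM1-cKO injured 1, 2 and 3. Of 100 splits of the libraries, 2 gave at least 54 genes, counting the real one, and the highest other gave 114. Injured against uninjured FoxM1fl/fl SCs, which the paper does not compare by RNA-Seq, gave 1029 called genes. Gene groups that the paper does not discuss passed camera at the preset correlation: glycolysis genes (adjusted p = 0.0020) and mature myofibre genes (0.0020), higher in uninjured FoxM1-cKO SCs, and macrophage and monocyte markers (0.0015), lower in injured FoxM1-cKO SCs. None of the 3 passed with an estimated correlation (adjusted p = 0.271, 0.271 and 0.0838 with an estimated correlation).

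Regrouping the libraries at random was set against each count. With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. For uninjured mice 1 of 10 splits, the real one, reached 76 genes, with or without the 2-fold limit, and the highest other gave 0. For injured mice 1 of 10 reached 387, again with or without that limit, and the highest other gave 156. For the injury comparison 1 of 10 reached 1029 and the highest other gave 0. For gene lists, 5 of 10 reached the 3 of uninjured mice (highest other 4) and 2 of 10 the 1 of injured mice (highest other 1). For genes called in both conditions, 2 of 100 reached 1 (highest other 1). The splits assume libraries that can be exchanged, which the sums leave in doubt.

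In FoxM1fl/fl uninjured, FoxM1-cKO uninjured and FoxM1fl/fl injured SCs, 1 library followed a weighted sum of the other 2, and both cKO comparisons lost every call without those 3 libraries. A lost call need not mean that the difference was gone. For the sums, a candidate explanation is material or reads shared between the libraries of a group. The third library held at least 92.9% of the genes found in only 1 of the others, but this restates the pattern and does not test its cause. None of 108 comparisons across groups followed a sum, although the smaller of the 2 found shares reached 77.0% there. Whether a smaller number of libraries alone explains the lost calls was asked in injured mice. Of 26 other ways to leave out 1 library from each of these 3 groups, 7 called no gene, all without FoxM1fl/fl injured 1. The 18 that keep that library called 59 to 631. Those 18 cannot exclude this cause, since they pair that library with 1 of the 2 it nearly sums, which narrows the spread. Without FoxM1fl/fl injured 1 alone, 103 genes were still called, so the loss of every call does not follow that library alone. No biological explanation was tested.

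For Foxm1, Ccnb1 and Tgfb3, 3 of the 7 genes named by the paper that could be tested, no gene length made all tested values whole numbers of reads. At the best length 3 of 6 values missed for Foxm1 (FoxM1fl/fl uninjured 1 and 3, FoxM1-cKO injured 2), 1 of 6 for Ccnb1 (FoxM1fl/fl uninjured 3) and 1 of 5 for Tgfb3 (FoxM1fl/fl injured 2). Chance misses of the test are an unlikely source, since 0 of 2860 other genes missed. They are not excluded, because the settings of the test were changed while these values were explored. Reads divided between overlapping or related genes would give such values in other genes too, and 0 of 2860 showed them, with the same limit. The cause is open, and no biological explanation was tested.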

How the results depend on the processing

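With 3 libraries per group, 3 of them near sums of others, and few reads in uninjured mice, the counts depended strongly on the setting. Counts follow as uninjured, injured, difference between the conditions, and injury in FoxM1fl/fl SCs (76, 387, 54 and 1029 with the settings reported). They were 158, 358, 308 and 1431 with a pseudocount of 0.1, and 29, 313, 0 and 527 with a pseudocount of 5 (268 of the 313 over 2-fold). They were 24, 93, 0 and 431 with no filter, 83, 221, 182 and 955 with a stricter filter, and 110, 307, 59 and 902 after median-ratio scaling. Quantile normalization gave 145, 137 (133 over 2-fold), 0 and 340. Array weights, whose fit did not converge, gave 2152 (2059 over 2-fold), 1220 (1216), 2019 and 4221. No trend gave 111, 353, 146 and 936, and protein-coding genes alone 68, 367, 51 and 934. A fit of the 2 groups compared gave 0, 2 and 941, and has no value for the difference between the conditions. Thinning the reads to 1 depth gave 66, 333, 24 and 693, and leaving out the 3 libraries that follow a sum gave 0, 0, 0 and 0 (158, 461, 245 and 654 at an unadjusted p under 0.05 by limma), both chosen after seeing the data. Unadjusted, 973, 1481 and 1042 genes differed between the conditions with a pseudocount of 5, no filter and quantile normalization, and 266 in uninjured mice in the fit of 2 groups. Genes called in both conditions (1) numbered 9 with a pseudocount of 0.1, 0 with no filter, 2 after median-ratio scaling, 0 in the fit of 2 groups, 195 with array weights, 4 with no trend and 0 without the 3 libraries. Shifted lists in uninjured mice (3) numbered 9 with no filter, 0 with a stricter filter, 1 after median-ratio scaling and 0 with an estimated correlation. Those in injured mice (1) numbered 2 with a pseudocount of 5, 3 with no filter, 2 with a stricter filter, 2 after quantile normalization, 4 in the fit of 2 groups and 0 with an estimated correlation. Leaving out 1 library gave 18 to 383, 103 to 725, 0 to 438 and 389 to 1480 genes, 0 to 16 in both conditions, and 3 to 4 and 0 to 3 lists. Skp1a in injured mice (log2 -0.33) turned to 0.24, 0.55 and 0.41 without FoxM1fl/fl injured 1, FoxM1fl/fl injured 2 and FoxM1-cKO injured 2, and to 0.24 without the 3 libraries (-1.77 to 0.55 without 1 library). Cdc20 in injured mice (0.59) turned to -0.26 with thinned reads. Of 68 calls of named genes, 67 passed with a pseudocount of 0.1, 52 with 5, 39 with no filter, 65 after median-ratio scaling, 47 after quantile normalization, 12 in the fit of 2 groups, 68 with array weights, 53 without FoxM1fl/fl uninjured 1, 58 without FoxM1-cKO uninjured 2, 41 without FoxM1fl/fl injured 1 and 0 without the 3 libraries. Apart from fewer libraries, the cause was not tested.

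With the replicate number as a block, the counts were 51, 313, 0 (1062 at an unadjusted p under 0.05 by limma) and 959, with 0 genes called in both conditions and 3 and 1 lists. Libraries of the same number correlated at -0.032 to 0.054, which gives no hint of a pairing.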

Differences from the paper's values

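For genes changed over 2-fold in uninjured mice, the paper gives 141, against 76 here by limma on FPKM in place of DESeq2 on counts, at the same adjusted p and fold. The legend of Fig. 3 speaks of protein-coding genes, and the 76 cover all gene types, with 68 for protein-coding genes alone. Of the alternatives set before the data were examined, pseudocount 0.1 (158), median-ratio scaling (110), quantile normalization (145), no trend (111) and leaving out FoxM1fl/fl uninjured 2 (189) fall within 1.5 times of the paper's number. All others do not: pseudocount 5, no filter, the stricter filter, the fit of 2 groups, array weights, the block, protein-coding genes alone and each other library left out. For genes changed in both conditions, the paper gives 28, against 1 here, and every alternative set before the data were examined differs from the paper's number, from 0 to 195, with 16 as the nearest (without FoxM1fl/fl uninjured 3).

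The paper counts Ccnb1 among the genes changed in both conditions. Here Ccnb1, with 1 of 6 tested values (FoxM1fl/fl uninjured 3) not a whole number of reads, was called in injured mice (adjusted p = 0.0047) and not in uninjured mice (0.172), where it passed with a pseudocount of 0.1 (0.0270) and with array weights (8.36e-06). The paper places the changed genes of uninjured mice in the cell cycle and ribosome pathways and those of injured mice in the p53, FoxO and Wnt pathways. Here none of these pathways passed (each at an adjusted p of 1 by Fisher's exact test on the annotation in the table). The paper states that ribosome genes are lower in FoxM1-deficient SCs. Here the ribosomal protein list stood higher in uninjured mice, with 4 genes higher and 1 lower (camera adjusted p = 0.0020; adjusted p = 0.558 with an estimated correlation, 0.270 after median-ratio scaling and 0.206 without FoxM1fl/fl uninjured 2), and Rpl9 and Nolc1 were lower. The paper states that Gsk3b, Axin1 and Skp1a are lower in injured FoxM1-cKO SCs, by RNA-Seq and also by qPCR on sorted SCs. Here Gsk3b (adjusted p = 0.371 from limma) and Skp1a (0.962) were not called and Axin1 was not tested. The mean of Gsk3b was lower in injured FoxM1-cKO SCs, and in injured mice Axin1 was detected only in FoxM1fl/fl libraries. The lack of a call does not contradict the qPCR. Apc was lower in injured FoxM1-cKO SCs (adjusted p = 0.0046), as the paper states.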

Other observations

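Between injured and uninjured FoxM1fl/fl SCs, 934 genes were higher and 95 lower by limma, around a median log2 fold change of 1.51 over all tested genes. The balance depended on scaling: 740 higher and 162 lower after median-ratio scaling (median 1.09), and 172 higher and 168 lower after quantile normalization (median 0.14). Lgals1, galectin 1, rose from 2.08, 0 and 0 FPKM to 1829, 1797 and 1873 FPKM (log2 fold change 10.30, SE 1.47, adjusted p = 0.0014). Chrna1, a subunit of the acetylcholine receptor, was listed at 0 in uninjured SCs and at 1225, 809 and 2598 FPKM after injury (adjusted p = 9.00e-04). Rpl13a (639, 897 and 119 FPKM, adjusted p = 0.0012), Rps20 (138, 178 and 61.2 FPKM, 0.0014), the replication clamp Pcna (55.0, 74.4 and 26.1 FPKM, 0.0086) and Tgfb2 (104, 169 and 13.6 FPKM, 0.0038) were also listed at 0 before injury, as were Grn (1586, 535 and 3943 FPKM, 9.00e-04) and Cdc20 (16.5, 16.1 and 9.22 FPKM, 0.0095). Ccnb1, whose value in FoxM1fl/fl uninjured 3 is not whole reads, rose by log2 5.13 (SE 1.03, adjusted p = 0.0056). After quantile normalization the calls of Ccnb1 (log2 2.92, adjusted p = 0.0986), Cdc20 (0.182), Pcna (0.0559) and Tgfb2 (0.0526) ended, as did that of Cdc20 with a pseudocount of 5 (0.0598). Actn3, a sarcomeric actinin, fell from 3167, 2932 and 5511 FPKM to 50.4, 70.8 and 0.383 FPKM (log2 fold change -7.75, SE 1.45, adjusted p = 0.0040). Myl1, a myosin light chain, went from 242, 181 and 1036 FPKM to 0 (adjusted p = 0.0011), and Faim, an inhibitor of apoptosis, from 103, 121 and 49.7 FPKM to 0 (0.0011). Of 82 ribosomal protein genes 45 were higher (55 when adjusted over the list alone; camera adjusted p = 6.14e-06; adjusted p = 0.358 with an estimated correlation and 0.0543 with array weights). Of 36 proteasome genes 17 were higher (18 over the list alone; 0.0165; adjusted p = 0.141 with an estimated correlation, 0.123 without FoxM1fl/fl injured 3 and 0.143 with array weights). Of 25 myofibre genes 1 was higher and 7 were lower (the same over the list alone; 5.79e-10; adjusted p = 0.0238 with an estimated correlation). Of 12 macrophage and monocyte markers 8 were higher (8 over the list alone; 0.0022; adjusted p = 0.0533 with an estimated correlation and 0.114 with array weights). Of 7 tenocyte markers 2 were lower (the same over the list alone; 4.60e-04; adjusted p = 0.0470 with an estimated correlation). Relative to the other genes, camera also placed lower the lists of apoptosis genes (0 of 14 called by limma; 0.0181; adjusted p = 0.115 with an estimated correlation), pericyte and smooth muscle markers (0 of 6; 0.0316; adjusted p = 0.446 with an estimated correlation) and markers of fibro-adipogenic progenitors (2 higher and 1 lower of 17; 0.0465; adjusted p = 0.141 with an estimated correlation). Their median log2 fold changes were -0.136, -1.157 and 0.0, against 1.51 over all tested genes. The pericyte list did not pass without FoxM1fl/fl uninjured 3 (0.364) or FoxM1fl/fl injured 2 (0.113), nor the fibro-adipogenic list without FoxM1fl/fl uninjured 3 (0.198), FoxM1fl/fl injured 1 (0.0537) or FoxM1fl/fl injured 3 (0.139). With no filter the apoptosis (0.477), fibro-adipogenic (0.477) and pericyte (0.166) lists did not pass by camera. The apoptosis list also failed with a stricter filter (0.0517), and the pericyte list with array weights (0.0905) and in the fit of 2 groups (0.0739). The fibro-adipogenic list also failed with array weights (0.0905), a pseudocount of 5 (0.0755) and protein-coding genes alone (0.0511). The direction of these 8 lists was the same under both other scalings, though the fibro-adipogenic list did not pass camera after quantile normalization (0.0619). Camera sets a list against the other genes, so this direction does not bear on the balance of higher and lower genes. The count of 1029 fell to 392 and 576 without FoxM1fl/fl uninjured 1 and 2, to 674 without FoxM1-cKO uninjured 2, to 389 without FoxM1fl/fl injured 1, and to 0 without the 3 libraries that follow a sum (654 at an unadjusted p under 0.05 by limma).

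In injured mice, markers of other cells of muscle differed between FoxM1-cKO and FoxM1fl/fl SCs. The macrophage gene Tyrobp fell from 158, 133 and 169.8 FPKM to 0, 1.98 and 0 FPKM (log2 fold change -6.74, SE 0.84, adjusted p = 0.0019 from limma), and Ctss, cathepsin S, from 23.6, 35.1 and 26.0 FPKM to 0, 0.436 and 0.716 FPKM (log2 fold change -4.42, SE 0.70, adjusted p = 0.0041). Cybb fell as well (log2 fold change -2.76, SE 0.50, adjusted p = 0.0061), and Ms4a7 went from 17.7, 19.4 and 5.50 FPKM to 0 (0.0042). Of 12 markers 0 were higher and 4 lower (5 lower over the list alone; camera adjusted p = 0.0015; adjusted p = 0.0838 with an estimated correlation, 0.0709 without FoxM1-cKO injured 2, and 1.55e-04 to 0.0838 over all settings). The markers held 0.103% to 0.285% of the FPKM of FoxM1fl/fl and 0.047% to 0.240% of that of FoxM1-cKO libraries, from a sort that excludes CD45 and CD11b. Hbb-bs, a hemoglobin gene, went from 13.7, 8.68 and 22.8 FPKM to 0 (adjusted p = 0.0031). Of 17 markers of fibro-adipogenic progenitors 4 were higher and 0 lower (the same over the list alone; 0.0887). They were Pdgfra (log2 fold change 5.48, SE 1.06, adjusted p = 0.0077), Dpt (4.09, SE 0.74, 0.0061), Lum (4.16, SE 0.97, 0.0180) and Col15a1, at 0 in FoxM1fl/fl SCs (0.0144). Of 7 tenocyte markers 2 were higher, Tnmd (4.23, SE 1.07, 0.0266) and Col12a1 (4.94, SE 1.19, 0.0218), with the same counts over the list alone (0.464). Without FoxM1fl/fl injured 1 the adjusted p of these 6 genes was 0.0507, 0.0565, 0.107, 0.0729, 0.111 and 0.0964, and that of Tnmd was 0.0512 without FoxM1fl/fl uninjured 1 and 0.0551 and 0.0552 without FoxM1-cKO injured 2 and 3.

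Of 70 oxidative phosphorylation genes, 7 were higher and 1 lower in injured FoxM1-cKO SCs (the same over the list alone; camera adjusted p = 0.541), with Atp5c1 higher (log2 fold change 6.20, adjusted p = 0.0063 from limma) and Cox6b1 higher (5.56, SE 1.14, 0.0101, and 0.0688 without FoxM1fl/fl injured 1). Ndufa9 was lower (-6.29, SE 1.36, 0.0129, and 0.0676 without that library). Inhba, an activin subunit, rose from 2.69, 0.731 and 5.52 FPKM to 133, 60.3 and 27.7 FPKM (4.15, SE 0.92, 0.0144, and 0.0688 without FoxM1fl/fl injured 1). The embryonic myosin Myh3 rose from 0.129, 0 and 0 FPKM to 37.4, 2.35 and 229.7 FPKM (4.89, SE 1.18, 0.0220, and 0.0931 without that library). Tgfb3, whose value in FoxM1fl/fl injured 2 is not whole reads, stood at 3.12, 5.24 and 2.94 against 20.4, 12.1 and 16.2 FPKM (1.86, SE 0.76, 0.164, and 0.0171 with array weights), and Tgfb2 had a log2 fold change of 1.67 (SE 1.11, 0.398). In uninjured mice Fbln1, listed at 0 in FoxM1fl/fl SCs, stood at 83.3, 33.2 and 39.0 FPKM in FoxM1-cKO SCs (adjusted p = 0.0075, and 0.0540 without FoxM1fl/fl uninjured 1). Ccl2 (6.36, 0.0137) and Fn1 (6.85, SE 1.26, 0.0172) were higher, at 0.0746 and 0.0849 without FoxM1fl/fl uninjured 1, at 0.0706 and 0.0914 without FoxM1-cKO uninjured 2, and Fn1 at 0.0507 without FoxM1fl/fl injured 1.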
